# Coproporphyrin III Produced by the Bacterium *Glutamicibacter arilaitensis* Binds Zinc and Is Upregulated by Fungi in Cheese Rinds

**DOI:** 10.1128/mSystems.00036-18

**Published:** 2018-08-21

**Authors:** Jessica L. Cleary, Shilpa Kolachina, Benjamin E. Wolfe, Laura M. Sanchez

**Keywords:** Glutamicibacter arilaitensis, imaging mass spectrometry, natural rind cheese, *Penicillium*, specialized metabolites, zinc coproporphyrin III

## Abstract

Microbial communities of fermented food microbiomes typically exhibit predictable patterns of microbial succession. However, the biochemical mechanisms that control the diversity and dynamics of these communities are not well described. Interactions between bacteria and fungi may be one mechanism controlling the development of cheese rind microbiomes. This study characterizes a specific bacterium-fungus interaction previously discovered on cheese rinds between the bacterium Glutamicibacter arilaitensis (formerly Arthrobacter arilaitensis) and fungi of the genus *Penicillium* and identifies the specialized metabolites produced during cocultures. G. arilaitensis was previously shown to produce an unknown pink pigment in response to the presence of *Penicillium*. Using a combination of mass spectrometry, nuclear magnetic resonance (NMR), and transcriptome sequencing (RNA-seq), we determined that this pigment production is associated with production of coproporphyrin III. The discovery that coproporphyrin III preferentially bound zinc over other trace metals found in cheese curds highlights the value of using analytical chemistry to confirm identity of predicted chemical species.

**IMPORTANCE** Bacterium-fungus interactions play key roles in the assembly of cheese rind microbial communities, but the molecular mechanisms underlying these interactions are poorly characterized. Moreover, millions of people around the world enjoy eating cheeses and cheese rinds, but our understanding of the diversity of microbial metabolites ingested during cheese consumption is limited. The discovery of zinc coproporphyrin III as the cause of pink pigment production by Glutamicibacter arilaitensis suggests that secretion of this molecule is important for microbial acquisition of trace metals.

**Author Video**: An author video summary of this article is available.

## Abstract (precis)

Bacterium-fungus interactions play key roles in the assembly of cheese rind microbial communities, but the molecular mechanisms underlying these interactions are poorly characterized. Moreover, millions of people around the world enjoy eating cheeses and cheese rinds, but our understanding of the diversity of microbial metabolites ingested during cheese consumption is limited. The discovery of zinc coproporphyrin III as the cause of pink pigment production by Glutamicibacter arilaitensis suggests that secretion of this molecule is important for microbial acquisition of trace metals.

## INTRODUCTION

Cheese rinds form on the surfaces of naturally aged cheeses and provide distinct esthetics and sensory qualities. Despite the widespread consumption of these economically and culturally significant microbial communities, surprisingly little is known about the mechanisms driving the assembly of cheese rinds. Recent studies using high-throughput sequencing approaches have mapped out the diversity of bacteria and fungi in cheese rinds from cheeses in Europe and North America (1–4). While the community composition of rinds varies across different styles of cheeses, reproducible patterns of community development have been documented across batches of cheeses (4, 5). The molecular and genetic mechanisms driving these reproducible patterns of succession are poorly characterized. The relatively low complexity of cheese rind communities and ability to reconstruct rind microbial communities *in vitro* provide opportunities to link genetic and molecular mechanisms with community-level processes.

One potential process controlling cheese rind community development could be interactions between bacteria and fungi. Previous work from our labs and others has demonstrated strong bacterium-fungus interactions in cheese rinds (5–8). In a screen of the most abundant cheese rind bacteria and fungi, we found that bacteria were highly responsive to fungi as measured by growth responses (change in CFU) while fungi had very weak responses to bacteria (4). Previous studies have focused on alteration of cheese pH as a mediator of cheese rind microbial interactions, but the genetic and molecular mechanisms underlying most interactions in cheese rinds have not been determined (4).

Competition for trace metals may be one mediator of microbe-microbe interactions in cheese rinds. Iron is known to limit the growth of cheese rind bacteria (9, 10), and our recent study of the ecological distributions of *Staphylococcus* species in cheese rinds found that iron may mediate interactions between fungi and *Staphylococcus* spp. (5). The finding that a high frequency of horizontally transferred genes is related to iron acquisition also suggests that iron acquisition is a key process in cheese rinds (11). Other trace metals are implicated in microbial growth as well, including copper, magnesium, cobalt, manganese, and zinc (12). A growing wealth of information also indicates that copper and zinc can play a role in antibiotic resistance either by physically enhancing or inhibiting antibiotic behavior or by providing selective pressure toward antibiotic resistance (13). However, the genetic and molecular mechanisms underlying metal acquisition and metabolism during microbe-microbe interactions on cheese rinds are poorly characterized.

This study investigated a specific interaction between two cheese microbes in order to elucidate mechanisms of metal acquisition in cheese rinds. In our previous work, when the bacterium Glutamicibacter arilaitensis (formerly known as Arthrobacter arilaitensis) was grown with filamentous fungi, it resulted in the striking phenotype of pink pigment secretion (Fig. 1) (4). We have observed that pigmentation can also occur when the bacterium is grown by itself but occurs much more rapidly when grown next to or cocultured with filamentous fungi (4). G. arilaitensis is widespread in surface-ripened cheeses and is commonly used as a starter culture in cheese production (4, 14, 15). G. arilaitensis has been reported to produce desirable yellow and red-brown pigments in surface-ripened cheeses (14, 16), but the genetic and molecular causes of pigment production by G. arilaitensis have not been previously characterized. Chemical characterization of the siderophores and other metal-chelating compounds in question is necessary to better define the biochemical basis of trace metal acquisition in cheese rinds (17).

**FIG 1:**
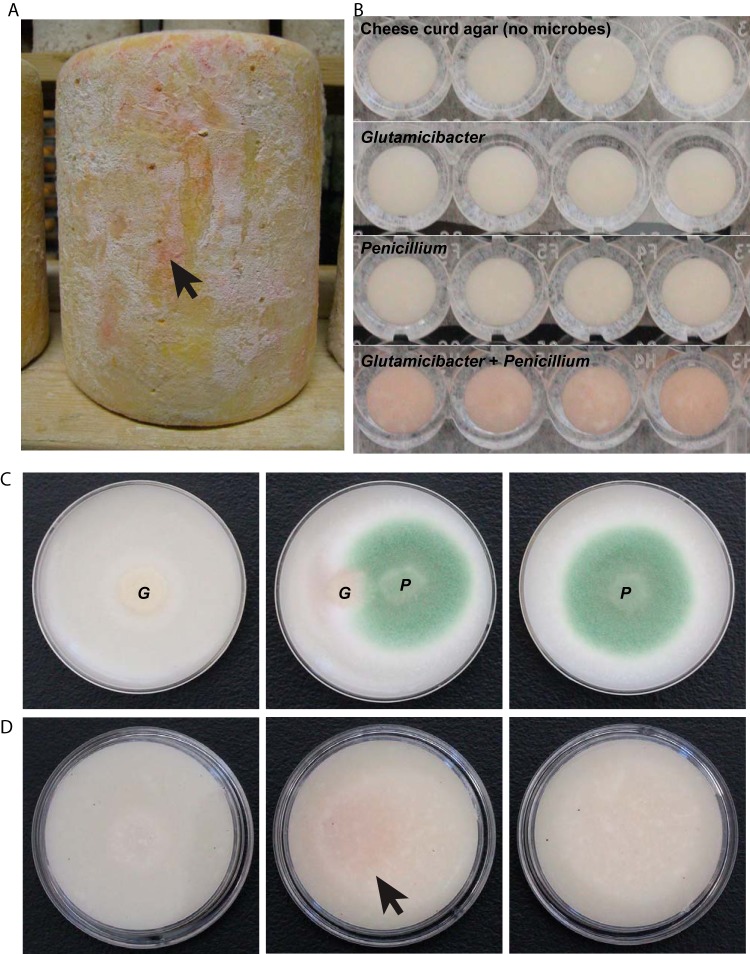
(A) Pink marbling on the surface of aged cheese rinds is sometimes observed during the cheesemaking process. It is likely that this pink pigment is produced by microbes growing on the rinds and has remained unidentified. (B) Observations in well plate assays showed that G. arilaitensis (G) produces a pink pigment when grown alongside *Penicillium* (P). (C and D) Colonies grown on agar plates are shown from top (C) and bottom (D) views. Photos were taken 5 days after inoculation of cheese curd agar.

In this work, we have identified coproporphyrin III as a metabolite produced by G. arilaitensis in response to *Penicillium* and exogenous siderophores, such as desferrioxamine B. Extracted and purified coproporphyrin III was found to be bound to zinc in excess over other metals, including iron, which suggests an important and previously unrecognized role of zinc in microbial interactions in cheese rinds. Matrix-assisted laser desorption ionization–time of flight imaging mass spectrometry (MALDI-TOF IMS) was used to detect changes in small-molecule production and biosynthesis in response to a *Penicillium* species commonly found on cheese rinds. This was confirmed by transcriptome sequencing (RNA-seq) which demonstrated that biosynthetic genes related to coproporphyrin production were also upregulated in the presence of *Penicillium*. Cheese curd supplemented with coproporphyrin III more strongly inhibits the growth of *Penicillium* than *Arthrobacter* and may help explain the previously described inhibitory effect of *Arthrobacter* on *Penicillium* (4). Production of a zinc-chelating compound suggests that zinc plays a key role in the growth of G. arilaitensis in cheese rinds.

## RESULTS

### Imaging intact bacterium-fungus interactions.

Matrix-assisted laser desorption ionization–time of flight imaging mass spectrometry (MALDI-TOF IMS) was used to identify molecules produced when G. arilaitensis strain JB182 was grown in the presence of *Penicillium* sp. strain 12 (Fig. 2). The G. arilaitensis was isolated from a washed rind cheese made in Vermont. *Penicillium* sp. 12 was isolated from a natural rind cheese in the same cheese cave as the G. arilaitensis. This is an undescribed *Penicillium* species in section Viridicata and series Camemberti of the genus *Penicillium* and is a sister species to the clade of fungi that includes Penicillium camemberti, Penicillium fuscoglaucum, and Penicillium biforme (18). IMS allowed for the rapid visualization of the spatial distribution of molecules from bacteria and fungus grown on agar plates (19, 20). By looking for signals that increase in intensity when G. arilaitensis and *Penicillium* sp. 12 were grown in close proximity, we rapidly identified mass-to-charge (*m/z*) ratios of interest that could potentially represent compounds associated with this interaction. Retaining the spatial organization of microbial cultures also provides context for molecular production (i.e., excreted versus colony-associated molecules) that can be lost when extractions are performed (21).

**FIG 2:**
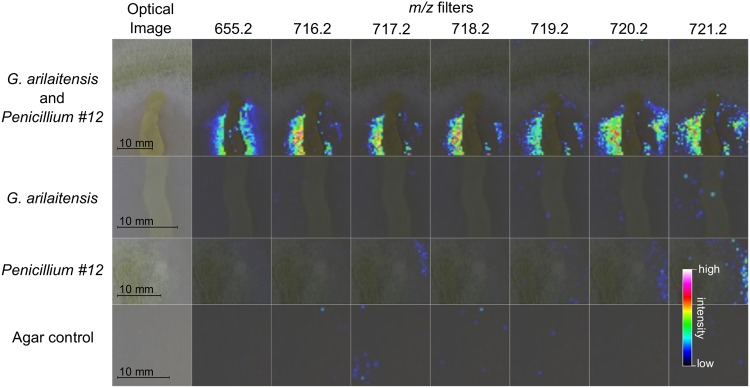
MALDI-TOF imaging mass spectrometry (IMS) for prioritization of *m/z* signals. Imaging performed on bacterial and fungal cultures allowed visualization of *m/z* distribution across the sample. Upregulation of *m/z* 655 was observed when *Penicillium* sp. 12 and G. arilaitensis were grown together on cheese curd agar plates and appears to be localized in bacterial colonies. Isotopes of zinc coproporphyrin III (716.2 through 721.2) also appear to be upregulated under coculture conditions.

Increased intensity of *m/z* 655 was observed only in bacterial colonies on coculture plates, suggesting that this particular molecule is produced by G. arilaitensis and upregulated in response to the *Penicillium*. Throughout the cheese aging process, the rind pH changes from pH 5 to pH 7 as microbial growth leads to deacidification of the top surface of the cheese curd (see Fig. S1 in the supplemental material) (5). Analyses were performed under both aged and unaged conditions to capture metabolites at different pH levels. At pH 5, we identified 10 *m/z* values at high intensity in bacterial colonies, 17 *m/z* values at high intensity in fungal colonies, and 2 *m/z* values at high intensity in coculture spots (co-spots) (Fig. S2). At pH 7, we identified 10 *m/z* values at high intensity in bacterial colonies, 22 *m/z* values at high intensity in fungal colonies, and 25 *m/z* values at high intensity in coculture spots (Fig. S3). Of all the *m/z* values, only two (*m/z* 655 and 623) were uniquely present in the coculture spots at both pH levels. The *m/z* 655 was prioritized for further chemical structure analysis because it appeared to be more localized to the bacterial colony and immediately surrounding agar, which would indicate that it was a bacterial metabolite and thus amenable to large-scale fermentation required for structure elucidation studies (Fig. 2).

10.1128/mSystems.00036-18.1 FIG S1  Optimizing microbial growth conditions. In order to place this interaction in environmental context, IMS was performed on cheese curd agar that was pH adjusted to 5 and 7. Attempts to alter salt content along with the pH showed that both G. arilaitensis and *Penicillium* sp. 12 do not grow as quickly and robustly under starting conditions as they do under aged cheese conditions. IMS with 10% salt was unsuccessful, as was decreasing to 8% salt, as the high-salt content prevents adequate adhesion of the agar to the steel MALDI plate. Thus, pH was the only variable that we were able to experimentally test via IMS. When medium was adjusted to pH 5 with 10% salt, bacteria and fungus did not grow well, and imaging on these spots was unsuccessful. Decreasing salt content to 8% was not sufficient for growth and imaging, so pH 5 with 3% salt was used for imaging purposes. This optimization process led to IMS being performed on both pH 5 and pH 7 with 3% salt. Download FIG S1, TIF file, 0.3 MB. Copyright © 2018 Cleary et al. 2018 Cleary et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.00036-18.2 FIG S2  Imaging data for cultures grown at pH 5. All *m/z* signals found to have increased intensity only in certain spots compared with overall intensity were deemed of interest. Signals at *m/z* 623 and 655 are increased in co-spots of fungus and bacteria. *m/z* 655 corresponds to coproporphyrin as shown by extraction and further analysis. Extraction and analysis of pink pigment did not show *m/z* 623, which could be either a bacterial or a fungal metabolite. As evidenced by the presence of biosynthetic machinery in the G. arilaitensis genome for siderophores, 623.4 could represent desferrioxamine E listed in the GNPS library at *m/z* 623.34 [M + Na]. Download FIG S2, TIF file, 1.7 MB. Copyright © 2018 Cleary et al. 2018 Cleary et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.00036-18.3 FIG S3  Imaging data for cultures grown at pH 7. As with Fig. S2, all *m/z* signals found to have increased intensity only in certain spots compared with overall intensity were deemed of interest. Many signals are likely due to isotopes (*m/z* 716 through 719) or analogues (*m/z* 515 and 531), but generally speaking, many fungal signals were found at lower mass ranges and bacterial signals were found in the higher ranges. *m/z* 623 and *m/z* 655 were again observed to be increased in interaction with the fungus. 655.8 is shown to demonstrate the ability of MALDI-TOF to distinguish between signal at 655.2 and molecules with similar weights. Download FIG S3, TIF file, 1.3 MB. Copyright © 2018 Cleary et al. 2018 Cleary et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Culture of G. arilaitensis for large-scale pigment production.

In order to identify *m/z* 655 by an orthogonal liquid chromatography tandem mass spectrometry (LC-MS/MS) approach, large-scale liquid cultures of G. arilaitensis were grown in cheese curd medium. Filamentous fungi such as *Penicillium* do not readily grow in liquid culture; therefore, G. arilaitensis was grown alone and also treated with an exogenous siderophore, desferrioxamine B (Fig. S4A). We suspected iron competition to be the driving factor behind pigment production and therefore attempted to mimic *Penicillium* sp. 12 depletion of environmental iron by adding a metabolite (desferrioxamine B) closely resembling *Penicillium* iron-chelating molecules. Both isolated and treated cultures achieved pink pigmentation within 7 days of growth with differences in intensity and timing of appearance. Untreated cultures turned pink in 3 days and did not change in intensity over the course of 7 days, while treated cultures turned pink in 5 days with a deep red pigmentation by the end of 7 days.

10.1128/mSystems.00036-18.4 FIG S4  Photos of cultures of G. arilaitensis in liquid and solid cultures. (A) Liquid cultures of G. arilaitensis were both treated with desferrioxamine B and untreated. Cultures were grown in 10% cheese curd on a shaker at room temperature for 10 days before extraction. (B) Pigment production by Glutamicibacter arilaitensis JB182 in the presence of various *Penicillium* species. This experiment tested whether other species of *Penicillium* that grow on cheese can also cause upregulation of pink pigment production by Glutamicibacter arilaitensis JB182. At this time point, there is some pigment production from Glutamicibacter arilaitensis JB182 growing alone. Both Penicillium commune and Penicillium camemberti cause higher pigment production in a similar manner as *Penicillium* sp. 12. Penicillium nalgiovense produces penicillin and likely inhibits bacterial growth, which may explain the lack of pigmentation. Three replicate wells are shown. Both the top and bottom of the 96-well plate are shown. The image of the bottom of the plate was reflected in Adobe Illustrator to allow for the order of the wells of the top and bottom of the plate to be aligned. Download FIG S4, TIF file, 0.8 MB. Copyright © 2018 Cleary et al. 2018 Cleary et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Culture of G. arilaitensis with additional *Penicillium* species.

To test whether pigment production is a conserved mechanism across cheese-derived *Penicillium* species, G. arilaitensis was grown in the presence of various *Penicillium* species. Similarly to liquid cultures supplemented with desferrioxamine, G. arilaitensis produces pink pigmentation in isolation, but an increase is observed when it is grown with *Penicillium* species (Fig. S4B). Both Penicillium commune and Penicillium camemberti cause higher pigment production in a similar manner as *Penicillium* sp. 12, suggesting that this is not just limited to *Penicillium* sp. 12. Penicillium nalgiovense produces penicillin and likely inhibits bacterial growth, which may explain the lack of pigmentation.

### LC-MS/MS and ICP-MS.

Considering that mass spectrum (MS^1^) used for IMS on a MALDI-TOF spectrometer is not confirmatory of molecular identity, orthogonal techniques were used to conclusively identify the molecule with *m/z* 655. Both treated and untreated cultures were extracted for LC-MS analysis. LC-MS/MS was used to obtain fragmentation patterns of *m/z* 655. Tandem mass spectrometry data were dereplicated using Global Natural Products Social Molecular networking (GNPS), and bacterial extracts were matched with commercial standards that confirmed matching fragmentation patterns of the precursor ion 655 (Fig. 3) (22, 23). These data indicated that coproporphyrin was the main molecule responsible for the *m/z* 655 in the IMS experiment. ^1^H nuclear magnetic resonance (NMR) supports this molecular assignment (Fig. S5).

10.1128/mSystems.00036-18.5 FIG S5  NMR of purified G. arilaitensis extract. Proton NMR matches with reported NMR for zinc coproporphyrin III. Proton signals at 3.610, 10.035, 10.062, and 10.668 ppm are characteristic of the coproporphyrin III molecule. Download FIG S5, TIF file, 0.4 MB. Copyright © 2018 Cleary et al. 2018 Cleary et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

**FIG 3:**
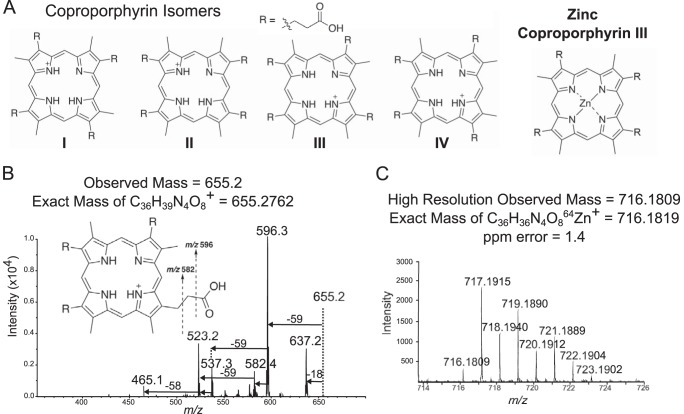
Mass spectrometry for identification of coproporphyrin. Tandem mass spectrometry strongly suggested a coproporphyrin, and high-resolution mass spectrometry matched zinc coproporphyrin. (A) Structural isomers of coproporphyrin are distinguished by the orientation of R groups around the porphyrin ring. (B) MS/MS fragmentation patterns of *m/z* 655 suggested a coproporphyrin identification but did not distinguish between structural isomers I to IV. Retention time matching was used to confirm identity of the coproporphyrin III isomer (Fig. 4). (C) High-resolution analysis of *m/z* 716 showed isotopic patterns consistent with that of zinc coproporphyrin III within acceptable parts-per-million error range.

Fragmentation patterns of the precursor ion 655 also provided strong support for the identification as coproporphyrin (Fig. 3). Major fragments observed at *m/z* 637, 596, 537, and 523 correspond to fragmentation known for the coproporphyrins as seen in literature and in the GNPS database (24). Loss of an acetic acid via benzylic cleavage would result in the 596 fragment (−59 *m/z*), and loss of 2 acetic acids (depending on breakage point) would give rise to *m/z* 537 or 523 fragments (24). Although fragmentation patterns matched very well with standards, all constitutional isomers of coproporphyrin (I to IV) would have these same fragmentation patterns, so it is impossible to distinguish constitutional isomers based on MS/MS alone. Considering that isomers II and IV are rare forms, contributing 1% and 2% of all coproporphyrins, respectively (25, 26), the most likely candidates were I and III. Therefore, we used high-performance liquid chromatography (HPLC) retention time matching along with UV-visible (UV-vis) absorbance profiles to match to standards of I and III and confirmed identity of our isolated *m/z* 655 as coproporphyrin III (Fig. 4).

**FIG 4:**
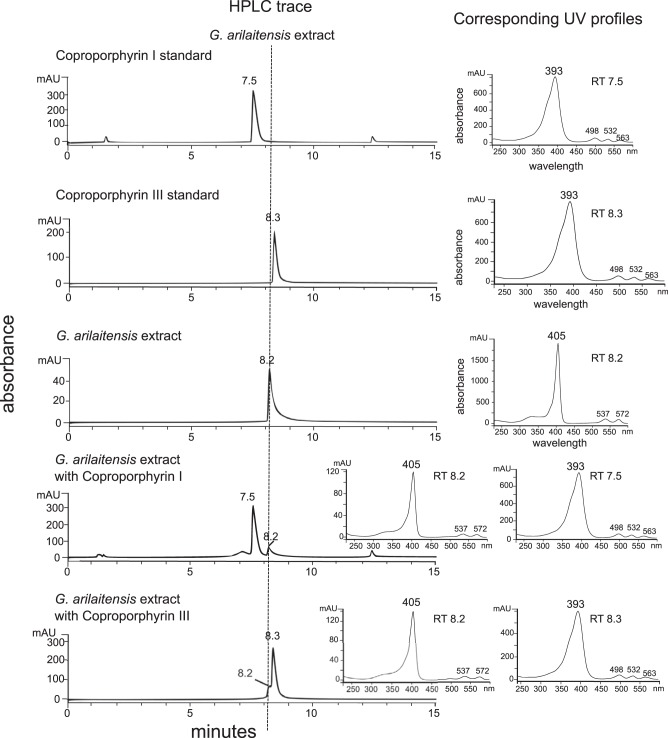
Retention times for identification of coproporphyrin. HPLC retention times (400 nm) confirm identity of zinc coproporphyrin III along with UV profiles. A gradient of 20% to 50% acetonitrile over 30 min gave retention times of standards and extract between 7 and 10 min. Extract did not match either standard despite the tandem mass spectrometry data indicating identity of coproporphyrin. This observation is consistent with zinc chelation, which has been reported to shift retention times to slightly more polar elution (27, 28). When standards were individually coinjected with the extract, the appearance of a small peak shoulder with coproporphyrin III that matched extract retention time indicated that the extract was in a chelated form. UV profiles also indicated metal chelation by extract as the Soret maximum was shifted slightly higher and smaller peaks correlated well with known zinc coproporphyrin III peaks (27, 28).

While working with different fractions of the G. arilaitensis extract, small shifts in retention time and peak broadening could not be explained by use of buffers, changes in injection volume, or column stationary phase. Accompanying changes in UV-vis profiles suggested chelation of metals by coproporphyrin (Fig. 4). As described by Mason et al., chelation of zinc by coproporphyrin shifts retention time to slightly more polar elution and exhibits UV profiles with a Soret maximum at 405 with additional α and β Soret maxima of a 1:1 ratio (27, 28). The peaks found at slightly more polar elution within the extract fit the description of zinc coproporphyrin III UV profiles, while the immediately following peaks fit the description of coproporphyrin III UV profiles (Fig. S6). Thus, the extract was found to contain both uncoordinated coproporphyrin III and zinc-bound coproporphyrin III, explaining the appearance of slight peak shoulders in coinjections.

10.1128/mSystems.00036-18.6 FIG S6  HPLC trace of G. arilaitensis extract with UV profiles. HPLC trace from gradient of 20 to 50% acetonitrile and 0.5 M ammonium acetate buffer over 30 min on a C_18_ column is shown here along with corresponding peak UV profiles. Retention times differ from Fig. 4 with the use of the buffer, and trace here is shown to demonstrate UV profiles. G. arilaitensis extract showed a large peak at retention time 7.4 of zinc coproporphyrin III (based on UV profile) as well as a small peak at retention time 7.6 of unchelated coproporphyrin III. Download FIG S6, TIF file, 0.1 MB. Copyright © 2018 Cleary et al. 2018 Cleary et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

As soon as it became evident that the extract was chelating metals, the original MS analyses were revisited to look for possible *m/z* signals that could represent a chelated form of coproporphyrin III. When fractionated bacterial extract was submitted to HPLC for purification, all peaks at 400 nm were collected. Purified extract of coproporphyrin tended to display other ions at *m/z* 716, 717, 718, 719, and 720 in both LC-MS/MS and MALDI-TOF analyses (Fig. S7) that were resistant to robust separation from 655. Porphyrins are known to coordinate various metals aside from iron, and we hypothesized that these masses could correspond to copper or zinc addition to the coproporphyrin molecule.

10.1128/mSystems.00036-18.7 FIG S7  MS^1^ of purified G. arilaitensis extract. MALDI-TOF dried-droplet crystallization of G. arilaitensis extract purified by HPLC for 400-nm peaks was performed prior to elemental analysis. Coproporphyrin can readily be converted to methyl ester derivatives when dissolved in methanol under acidic conditions. Download FIG S7, TIF file, 0.3 MB. Copyright © 2018 Cleary et al. 2018 Cleary et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Fragmentation of *m/z* 716 suggested a zinc-coordinated coproporphyrin molecule as the fragmentation pattern of losses was similar to coproporphyrin III. The highest intensity at *m/z* 716 over other isotopes corresponds to the most abundant zinc isotope ^64^Zn forming an ion to show [M]^+·^ rather than [M+H]^+^. Elemental analysis showed that purified coproporphyrin bacterial extracts contained significant amounts of zinc (2.88 µg/mg of coproporphyrin [Fig. S8]), suggesting that coproporphyrin III has a higher affinity for zinc than other metals. Previous work has also reported that metal-containing porphyrins exhibit [M]^+·^ while coproporphyrins tend to become protonated (29). Furthermore, high-resolution analysis of the extract showed a mass of 716.1809, which is consistent with the formula C_36_H_36_N_4_O_8_^64^Zn^+^. The peak at 716.1809 was followed by a more intense peak at 717.1915 and six subsequent isotopologues at 1 Da apart (Fig. 3). To confirm that zinc was actually present and available for chelation in the cheese curd medium, a sample of cheese curd agar (CCA) was prepared in a similar fashion as for plating bacterial and fungal colonies and subjected to elemental analysis. The cheese curd agar was found to contain numerous trace metals, the most abundant of which was zinc (Fig. S8). Differing ratios of iron to zinc in the medium (about 1:3) compared to the purified coproporphyrin bacterial extract (about 1:25) suggest that although zinc was the most abundant trace metal present, the coproporphyrin III molecule still likely has a higher affinity for zinc than iron. This is especially supported by the presence of zinc-bound molecules in the IMS data (Fig. 2).

10.1128/mSystems.00036-18.8 FIG S8  Elemental analysis on G. arilaitensis extract and cheese curd agar. Elemental analysis performed via ICP-MS on G. arilaitensis extract purified by HPLC for 400-nm peaks (A) showed that zinc represents a disproportionately large amount of the sample. Boron, phosphorus, and calcium are likely contamination from the extraction, purification, and sample process, and the presence of iron and magnesium is not surprising as coproporphyrin is capable of chelating both metals. High levels of zinc compared with other trace elements were found in cheese curd agar medium (B). Higher ratios of zinc to iron in coproporphyrin III extract than in cheese curd medium suggest that coproporphyrin III has a higher affinity for zinc than iron (C). Download FIG S8, TIF file, 0.4 MB. Copyright © 2018 Cleary et al. 2018 Cleary et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Following other analyses that indicated the presence of zinc coproporphyrin III, reexamination of IMS data did show an upregulation of *m/z* 716, 717, 718, 719, and 720 on cheese curd agar (Fig. 2). On cheese curd agar mimicking unaged (starting) conditions (pH 5), high background at *m/z* 717 and *m/z* 718 from the agar made it difficult to distinguish upregulated signals, but *m/z* 716 could be interpreted to be increased surrounding bacterial colonies (Fig. S2). This could be explained by the observation that bacteria did not grow as well on pH 5 cheese curd agar as on pH 7 cheese curd agar (Fig. S1), resulting in lower excretion of bacterial metabolites.

### RNA-seq.

To obtain additional support for a role of coproporphyrin in the interaction between G. arilaitensis and *Penicillium*, we performed RNA sequencing on G. arilaitensis grown alone and G. arilaitensis grown with *Penicillium* sp. 12 (Fig. 5). 

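The authors counted reads of G. arilaitensis JB182 in 8 RNA-seq libraries, from 4 biological replicates grown alone and 4 grown with *Penicillium* sp. 12 for 5 days at 24°C on cheese curd agar. Their deposited raw counts cover 3716 annotated genes and 155 RNAs predicted by Rockhopper, a program that maps bacterial reads, predicts transcripts, and tests genes for differences. Total counts per library ranged from 6129762 to 7148362 alone and from 4193032 to 5268760 with *Penicillium*. Counts on annotated genes ranged from 4168008 to 4818898 alone and from 3751559 to 4746040 with *Penicillium*. The ammonium transporter gene alone held 46014 ± 5038 counts per 1000000 (CPM, TMM normalized, mean ± SD, n = 4) in the bacterium grown alone and 217 ± 52.9 with the fungus. The 10 most abundant genes of each library took 15.7% to 19.4% of gene counts alone and 7.23% to 7.42% with the fungus. edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment covered 3521 genes, and every log2 fold change is coculture minus alone with its standard error. Gene lists, written with the values of the paper's Table S1 already seen, were also compared with all other genes by limma's camera, with a preset correlation of 0.01 between members and again with a correlation estimated from the libraries. With the preset correlation, 10 of 44 lists were higher and 15 lower at an adjusted p under 0.05, and with an estimated correlation 0 were called by camera, with 5 lists at an unadjusted p under 0.05. A number in brackets after a gene is the translation start that the deposited table gives for it, because several genes carry the same annotation. Copies with one annotation could share reads where their sequences are near-identical, and whether strand was used in counting is not given in the sources used here, so values of overlapping neighbors are uncertain.

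**Figure D1:**
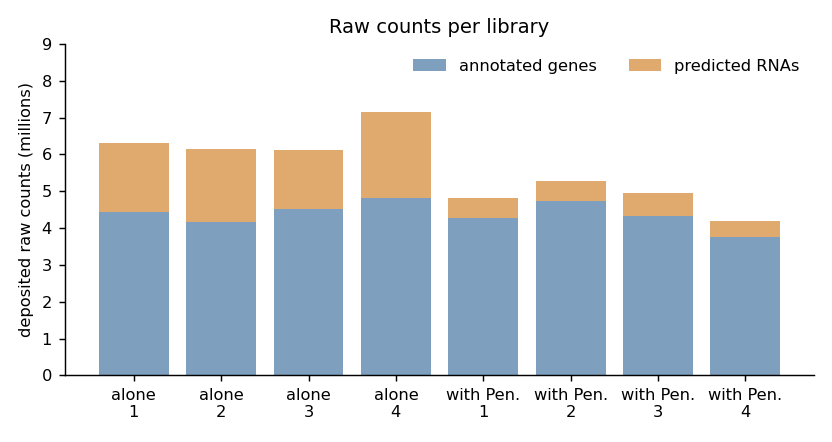
Deposited raw counts per library in units of 1000000, stacked as annotated genes and predicted RNAs, for 4 libraries of the bacterium alone and 4 with *Penicillium*. Predicted RNAs held 26.4% to 32.6% of counts alone and 9.92% to 12.2% with *Penicillium*.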

A very small subset of the data from this experiment for one siderophore operon has been previously published (11), but a thorough analysis of global expression data from the rest of the G. arilaitensis genome has not been previously presented.

**FIG 5:**
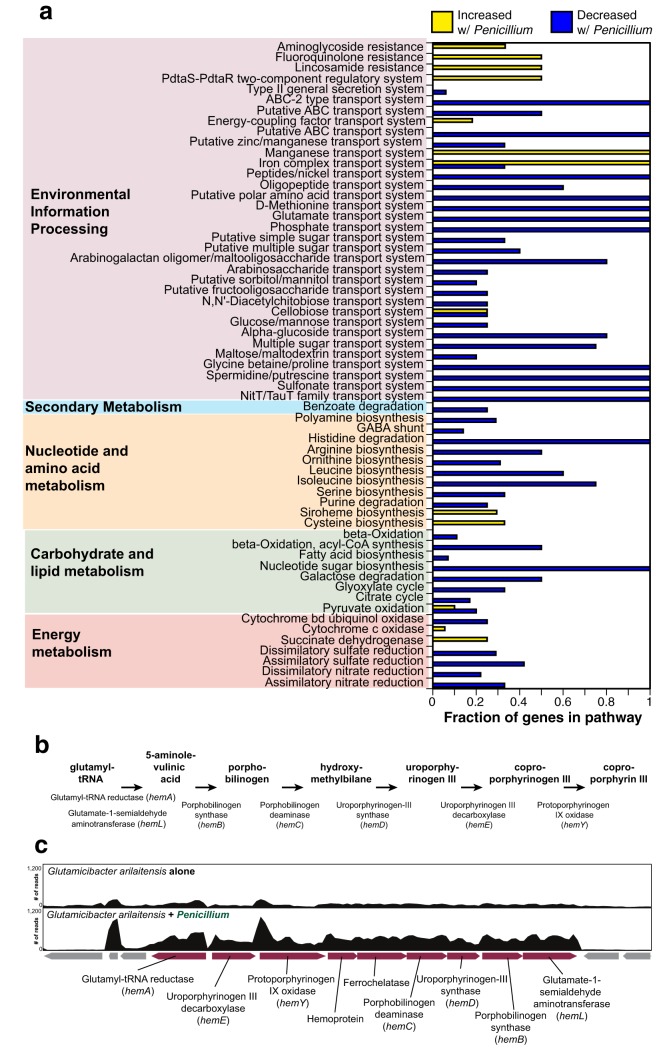
RNA-seq of Glutamicibacter arilaitensis alone and cocultured with *Penicillium* sp. 12. (a) Distribution of differentially expressed genes (greater than 3-fold change in expression) across KEGG pathways. Bars represent the proportions of components in the pathway that are represented in the differentially expressed genes. Yellow bars are genes that increased in expression with *Penicillium*, and blue bars are genes that decreased in expression with *Penicillium*. (b) A model of the coproporphyrin III pathway in *Actinobacteria*, based on reference 41. A detailed model is provided with molecular structures in Fig. S9 in the supplemental material. (c) Organization of the operon in the G. arilaitensis JB182 genome that contains homologs for genes in the coproporphyrin III pathway. The two panels above the operon show the coverage (number of reads mapped) for a representative transcriptome of G. arilaitensis JB182 growing alone (top) and G. arilaitensis JB182 cocultured with *Penicillium* sp. 12 (bottom).

10.1128/mSystems.00036-18.9 FIG S9  Chemical structures of the biosynthetic intermediates of the coproporphyrin III pathway. Download FIG S9, EPS file, 3.3 MB. Copyright © 2018 Cleary et al. 2018 Cleary et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Coculture of G. arilaitensis with *Penicillium* sp. 12 caused substantial transcriptional changes compared to growth of G. arilaitensis alone. 

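The gene for isocitrate lyase [3349897], which opens the glyoxylate bypass used for growth on acetate, dropped from 7907 ± 2166 to 17.2 ± 4.27 CPM (mean ± SD, n = 4 libraries per group), a log2 fold change of -8.84 ± 0.24 (± standard error). Malate synthase [3351225], the next enzyme of that bypass, had a log2 fold change of -7.14 ± 0.22. Both subunits of the acetoin dehydrogenase E1 component, which splits the fermentation product acetoin, fell as well, with -7.11 ± 0.20 for beta and -6.80 ± 0.18 for alpha. In the other direction, a possible transcriptional regulator [1300436] rose from 14.1 ± 2.93 to 770.5 ± 38.7 CPM, a log2 fold change of 5.78 ± 0.11. A hemerythrin domain protein [1300299], a kind of protein that holds iron and binds oxygen, is the divergent neighbor of that gene and rose by 4.29 ± 0.099. The highest adjusted p among these genes was 3.7e-14 by edgeR's quasi-likelihood test. Of 3521 genes tested, 1342 rose and 1483 fell at an adjusted p under 0.05, whatever the size of the change, and the other genes did not pass.

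**Figure D2:**
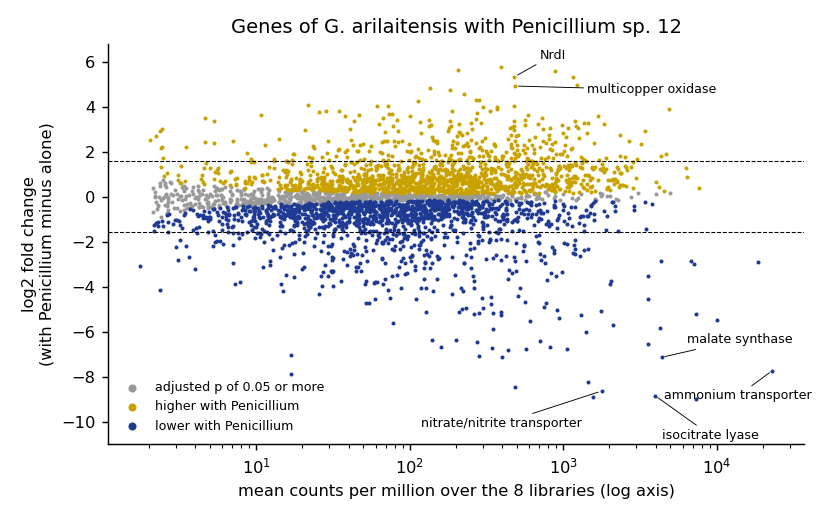
Each point is a gene, with mean CPM over the 8 libraries on a log x axis and log2 fold change with *Penicillium* relative to alone on the y axis. Gold points are the 1342 genes that rose, blue points the 1483 that fell, and grey points genes that did not pass at an adjusted p under 0.05.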

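Genes far beyond a 3-fold change included the gene for the alkylated DNA repair protein AlkB [637311], an enzyme that removes methyl damage from DNA, which fell from 4138 ± 463 to 78.7 ± 10.2 CPM (mean ± SD, n = 4 libraries per group). Its log2 fold change was -5.72 ± 0.12 (± standard error). An inosine-uridine preferring nucleoside hydrolase [3665126], which frees bases from nucleosides, rose by 4.85 ± 0.17. Another gene that rose, a cytosolic long-chain acyl-CoA thioester hydrolase [20458], which releases fatty acids from coenzyme A, had a log2 fold change of 4.97 ± 0.10. Lysyl-tRNA synthetase [3588019], which loads lysine onto its tRNA, rose from 350.2 ± 12.3 to 2515 ± 158 CPM, a log2 fold change of 2.84 ± 0.079. Adjusted p values of these 4 genes were at most 7.6e-14 by edgeR's quasi-likelihood test. In total, 292 genes rose and 346 fell with an estimated change of at least 3-fold and an adjusted p under 0.05. A stricter question, whether the change itself exceeds 3-fold beyond its error, was met by 232 genes that rose and 282 that fell (edgeR's glmTreat, adjusted p under 0.05).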

Using a cutoff of 3-fold change in expression, 444 genes decreased in expression and 276 genes increased in expression (Table S1). Differentially expressed genes spanned a variety of functions as determined by KEGG pathway mapping via BlastKOALA (Fig. 5a). 

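The nitrate/nitrite transporter [483329] fell from 3555 ± 589 to 8.94 ± 1.71 CPM in coculture (mean ± SD, n = 4 libraries per group), a log2 fold change of -8.64 ± 0.16 (± standard error). Assimilatory nitrate reductase, which turns nitrate into nitrite, fell at both annotated large-subunit genes, with -8.48 ± 0.16 at [480363] and -8.25 ± 0.16 at [481951]. Nitrite reductase [479818], which makes ammonium, had -7.08 ± 0.13, and the ammonium transporter, which brings ammonium into the cell, had -7.73 ± 0.20. Of 23 nitrogen assimilation genes, 3 rose, 16 fell, and 4 did not pass, and 3 rose and 16 fell adjusted over the list alone (limma's camera adjusted p = 0.00734, adjusted p = 0.309 with an estimated correlation). One of the members that rose, dihydrofolate synthase, acts in folate rather than nitrogen metabolism. Guanine deaminase [483835], the first step of guanine breakdown, fell by 7.03 ± 0.29, and the iron-sulfur and FAD-binding subunit of xanthine dehydrogenase [486074], which leads on to urate, fell by 3.79 ± 0.13. 5-Hydroxyisourate hydrolase, a step after urate, had a log2 fold change of -4.18 ± 0.23. Among 13 purine degradation genes, 2 rose, 10 fell, and 1 did not pass (2 and 11 adjusted over the list alone), and camera gave an adjusted p of 0.00612, and adjusted p = 0.309 with an estimated correlation. Ferredoxin-sulfite reductase, which makes sulfide for cysteine, fell by 4.07 ± 0.11, together with sulfate adenylyltransferase subunits 2 (-2.69 ± 0.14) and 1 (-2.37 ± 0.13). Sulfate assimilation and cysteine biosynthesis had 4 genes that rose and 4 that fell of 8, the same 4 and 4 adjusted over the list alone, and was not called by limma's camera (adjusted p = 0.711). The 4 that fell are these sulfate genes and phosphoadenylyl-sulfate reductase (-2.55 ± 0.16). The 4 that rose, chosen after their values were seen, are annotated as serine acetyltransferases and cysteine synthases, with 0.25 to 1.66. The even split is thus between sulfate reduction and cysteine synthesis. Adjusted p values of these 8 were at most 0.00465, and no other gene named here was above 1.1e-11, by edgeR's quasi-likelihood test. Nitrate reduction, purine degradation, and sulfate assimilation are drawn in Fig. 5a from these samples, so these lists are not independent evidence, and the KEGG mapping itself was not repeated here.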

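Acetyl-CoA synthetase, lactate permease, lactate dehydrogenase, and glyoxylate genes all fell, 20 of 20 (20 adjusted over the list alone), with a median log2 fold change of -2.98. The camera test of this list gave an adjusted p of 6.1e-07, and adjusted p = 0.309 with an estimated correlation, and 2-isopropylmalate synthase, an enzyme of leucine synthesis, is also among its members. In fatty acid beta-oxidation, the alpha subunit of an electron transfer flavoprotein [235445], which takes electrons from acyl-CoA dehydrogenases, fell by 3.65 ± 0.097 (log2 fold change ± standard error, n = 4 libraries per group). A long-chain fatty acid-CoA ligase [1200220], which activates fatty acids, fell by 3.83 ± 0.10. The beta subunit [236236] fell by 4.21 ± 0.10, although 1 of the 4 coculture libraries stood apart from the other 3. An acyl-CoA dehydrogenase [175557], also labeled a probable dibenzothiophene desulfurization enzyme and chosen after its values were seen, rose by 3.14 ± 0.10. It lies near a siderophore permease gene [178033] that rose by 2.73 ± 0.11, and whether it acts in beta-oxidation was not tested. Of 37 beta-oxidation genes, 12 rose and 25 fell (12 and 25 adjusted over the list alone, limma's camera adjusted p = 0.0451, adjusted p = 0.388 with an estimated correlation). In the TCA cycle, a succinate dehydrogenase flavoprotein gene [1637034] rose from 18.0 ± 2.80 to 434 ± 50.6 CPM (mean ± SD) and fumarate hydratase class II by 3.07 ± 0.093, while the class I enzyme, which makes the same product, fell by 1.58 ± 0.074. The TCA cycle list had 5 genes that rose, 6 that fell, and 2 that did not pass (5 and 6 adjusted over the list alone), and was not called by limma's camera (adjusted p = 0.672). Its median log2 fold change was 0.02, and -0.11 with upper-quartile scaling. Cytochrome d ubiquinol oxidase, a terminal oxidase with high affinity for oxygen, rose at subunit II (4.29 ± 0.20) and subunit I (3.44 ± 0.19), and CydD, which serves its assembly, by 3.80 ± 0.15. Terminal oxidases and cytochrome biogenesis counted 11 of 19 genes that rose, 4 that fell, and 4 that did not pass (11 and 4 adjusted over the list alone), and camera gave adjusted p = 0.0308, and adjusted p = 0.378 with an estimated correlation. A proton antiporter efflux pump [714610] and a drug resistance transporter [3313196], which expel toxic compounds, rose by 3.32 ± 0.099 and 2.86 ± 0.086, whereas an ATPase component of a multidrug transport system [2231503] fell by 2.50 ± 0.093. Efflux genes split into 10 that rose, 5 that fell, and 5 that did not pass of 20 (10 and 5 adjusted over the list alone, limma's camera adjusted p = 0.142). Adjusted p values of these metabolic, oxidase, and efflux genes were at most 6.0e-10 by edgeR's quasi-likelihood test. Glyoxylate, beta-oxidation, oxidase, and resistance pathways are drawn in Fig. 5a, so their lists are not independent evidence.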

Many downregulated genes were associated with transport systems, with full pathways represented for the following transport systems: ABC and ABC-2 transporters, peptide/nickel, polar amino acids, d-methionine, glutamate, phosphate, glycine betaine/proline, spermidine/putrescine, and sulfonate. 

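The oligopeptide permease gene *oppB* [2568538], part of a system that imports peptides, fell from 2779 ± 465 to 42.6 ± 6.41 CPM (mean ± SD, n = 4 libraries per group), a log2 fold change of -6.02 ± 0.14 (± standard error). Its neighbor, the periplasmic oligopeptide-binding protein [2570483], fell by 5.50 ± 0.15, and *dppD* [2565902], the ATPase of a dipeptide importer, fell by 5.06 ± 0.10. Of 20 peptide transport genes, 5 rose, 13 fell, and 2 did not pass (5 and 13 adjusted over the list alone, limma's camera adjusted p = 0.0267, adjusted p = 0.309 with an estimated correlation). An extracellular solute-binding protein of family 3 [1005748], which captures amino acids outside the cell, fell by 5.03 ± 0.11, and a glutamate-binding protein [1234555] fell by 4.73 ± 0.13. Polar amino acid and glutamate transport had 1 gene that rose and 9 that fell of 10 (1 and 9 adjusted over the list alone, limma's camera adjusted p = 0.00126, adjusted p = 0.309 with an estimated correlation). The gene that rose, an amino acid ABC transporter ATP-binding protein [844508] chosen after its values were seen, had 0.28 ± 0.083. In methionine transport, the ATP-binding protein [768302] rose by 3.71 ± 0.090 and [3223087] fell by 1.75 ± 0.094. A further ATP-binding protein [909824] rose by 1.70 ± 0.10 and [1264124] fell by 2.31 ± 0.11, each with 1 of the 4 coculture libraries apart from the other 3. Both genes that rose lie next to genes annotated for siderophore transport that also rose. These are an ATPase [765788], up by 2.55 ± 0.071, and a fused permease and ATPase [908004], up by 1.67 ± 0.084. Whether the 2 methionine-annotated genes that rose act in methionine transport was not tested. Most genes of this list fell, with 10 that fell and 2 that rose of 12 (10 and 2 adjusted over the list alone, limma's camera adjusted p = 0.0576). The phosphate permease *pstC* [3570259] fell by 3.95 ± 0.20 and the phosphate-binding protein [3571494] fell by 3.64 ± 0.13. Among 9 phosphate transport genes, 2 rose, 6 fell, and 1 did not pass (2 and 6 adjusted over the list alone, limma's camera adjusted p = 0.202).

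The sodium/glycine symporter GlyP [557153] fell from 1089 ± 114 to 42.7 ± 2.92 CPM, and the proline/glycine betaine transporter ProP, which takes up protectants against salt, fell at [2897389] (-3.87 ± 0.12) and at [2206471] (-3.34 ± 0.13). Glycine betaine and proline transport had 15 of 19 genes that fell and 4 that did not pass (15 fell adjusted over the list alone, limma's camera adjusted p = 5.1e-04, adjusted p = 0.309 with an estimated correlation). All 5 putrescine transport genes fell, and 5 adjusted over the list alone (limma's camera adjusted p = 0.00508, adjusted p = 0.309 with an estimated correlation). The putrescine-binding protein [821243] fell by 5.63 ± 0.17, *potG* fell by 4.72 ± 0.15, and *potH*, with 1 of the 4 coculture libraries apart from the other 3, fell by 3.34 ± 0.14. An alkanesulfonate ATP-binding protein [3425120], from a system that brings in organic sulfur, fell by 4.33 ± 0.22, and a sulfate-binding protein [1592434] fell by 2.60 ± 0.14. Sulfonate and sulfate transport had 1 gene that rose, 7 that fell, and 1 that did not pass (1 and 7 adjusted over the list alone, limma's camera adjusted p = 0.0267, adjusted p = 0.309 with an estimated correlation). Its gene that rose, a sulfate permease [253652] chosen after its values were seen, had 0.61 ± 0.084. The glycerol-3-phosphate transport ATPase UgpC [3095700], which the sugar list takes in, fell by 3.86 ± 0.10 with 1 of the 4 coculture libraries apart from the other 3, and a maltose-binding protein [2200169] fell by 2.45 ± 0.12. Sugar transport, drawn in Fig. 5a, had 3 genes that rose, 16 that fell, and 4 that did not pass (3 and 16 adjusted over the list alone, limma's camera adjusted p = 0.0191, adjusted p = 0.309 with an estimated correlation), and COG2110, a macro domain protein without a transport role, is among its members that fell. Adjusted p values of the genes named were at most 0.00474 by edgeR's quasi-likelihood test. The study chose these transport lists on these samples, so they are not independent evidence.

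**Figure D3:**
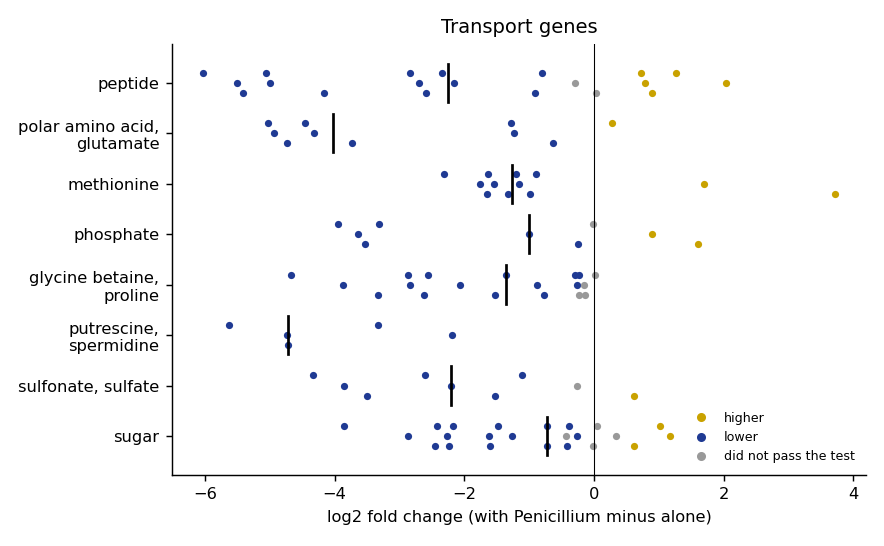
Each point is a gene of a transport list, placed by its log2 fold change with *Penicillium* relative to alone, where gold points rose, blue points fell, grey points did not pass at an adjusted p under 0.05, and black bars are list medians. The putrescine genes lie between -5.63 and -2.18.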

Amino acid biosynthesis pathways were also strongly downregulated with complete pathways represented by the differentially expressed genes for histidine degradation and partial pathways for arginine, leucine, and isoleucine biosynthesis. This collective downregulation of pathways associated with nutrient uptake and biosynthesis aligns with previous bacterium-fungus RNA-seq experiments from the cheese rind system demonstrating that fungi can dramatically increase nutrient availability through proteolysis of cheese curd (5).

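Urocanate hydratase [627101], the second enzyme of histidine breakdown, fell from 6813 ± 821 to 290.3 ± 37.3 CPM (mean ± SD, n = 4 libraries per group), a log2 fold change of -4.55 ± 0.12 (± standard error), with 1 of the 4 libraries alone apart from the other 3. Histidine ammonia-lyase, which opens that route, fell by 2.38 ± 0.092, imidazolonepropionase fell by 2.30 ± 0.079, and formiminoglutamase, which ends it, fell by 2.03 ± 0.070. All 4 histidine degradation genes therefore fell (4 adjusted over the list alone, limma's camera adjusted p = 0.00837, adjusted p = 0.309 with an estimated correlation). In arginine biosynthesis, argininosuccinate lyase [2396347], the last step, fell by 3.53 ± 0.11, and N-acetyl-gamma-glutamyl-phosphate reductase, an early step, fell by 3.37 ± 0.12. Of 14 arginine genes, 4 rose and 10 fell (4 and 10 adjusted over the list alone, limma's camera adjusted p = 0.0435, adjusted p = 0.398 with an estimated correlation). Both carbamoyl-phosphate synthase chains, which also feed pyrimidine synthesis and were chosen after their values were seen, rose, by 0.93 ± 0.10 and 0.93 ± 0.089. 3-Isopropylmalate dehydrogenase, a late enzyme of leucine synthesis, fell by 3.65 ± 0.12, the large subunit of 3-isopropylmalate dehydratase fell by 3.17 ± 0.11, and an acetolactate synthase large subunit [3046547] fell by 2.61 ± 0.084. Among 12 genes of branched-chain amino acid biosynthesis, 10 fell and 2 did not pass (10 fell adjusted over the list alone, limma's camera adjusted p = 0.00612, adjusted p = 0.309 with an estimated correlation). In histidine biosynthesis, a list taken from textbooks, HisA [2433731] rose by 1.25 ± 0.072 and imidazoleglycerol-phosphate dehydratase rose by 0.88 ± 0.065, while histidinol dehydrogenase fell by 0.97 ± 0.069. That list had 7 genes that rose, 2 that fell, and 1 that did not pass (7 and 2 adjusted over the list alone, limma's camera adjusted p = 0.0830). For aromatic amino acids, shikimate 5-dehydrogenase [1711079] rose by 0.79 ± 0.085, a prephenate dehydratase [2505262] fell by 1.10 ± 0.10, and 3-dehydroquinate synthase rose by 1.69 ± 0.083 with 1 of the 4 libraries alone apart from the other 3. Aromatic synthesis had 7 genes that rose, 3 that fell, and 8 that did not pass (7 and 2 adjusted over the list alone, limma's camera adjusted p = 0.221), and its median log2 fold change was 0.11, or -0.02 with upper-quartile scaling. An O-acetylhomoserine sulfhydrylase [2910609], which makes homocysteine on the way to methionine, fell by 3.73 ± 0.19, and meso-diaminopimelate dehydrogenase, which makes the precursor of lysine, fell by 2.17 ± 0.15. A cystathionine gamma-lyase [1021370], chosen after its values were seen, rose by 1.89 ± 0.079. Lysine, threonine, and methionine synthesis had 11 genes that rose, 13 that fell, and 1 that did not pass (11 and 13 adjusted over the list alone, limma's camera adjusted p = 0.751). Members that rose include cell wall ligases and that gamma-lyase, which makes cysteine rather than methionine, so the tally does not stand for these pathways alone. Another gamma-lyase [2909299] fell by 3.74 ± 0.17. The named genes had adjusted p values of at most 2.8e-07 by edgeR's quasi-likelihood test. Histidine degradation, arginine, and the branched-chain list were named by the study on these samples and are not independent evidence.

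**Figure D4:**
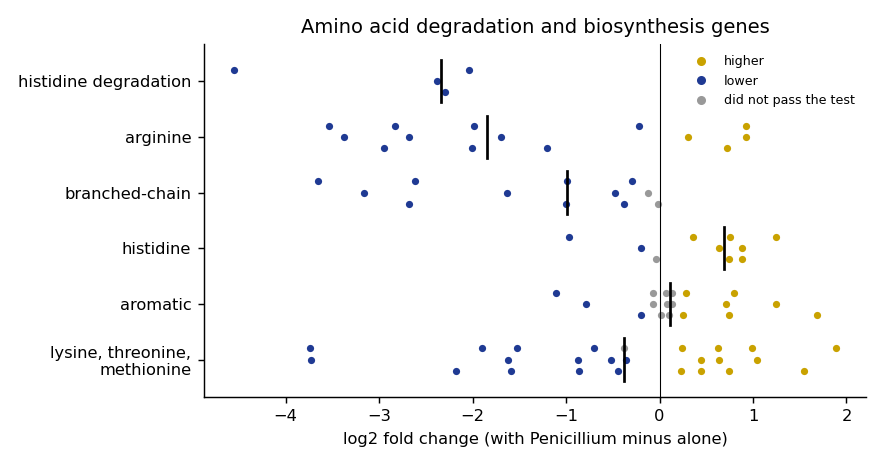
Each point is a gene of an amino acid list, placed by its log2 fold change with *Penicillium* relative to alone, where gold points rose, blue points fell, grey points did not pass at an adjusted p under 0.05, and black bars are list medians. The histidine degradation genes lie between -4.55 and -2.03.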

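A prolyl oligopeptidase family gene [507999], whose product cuts short proline-containing peptides, fell from 991 ± 90.9 to 59.4 ± 4.12 CPM (mean ± SD, n = 4 libraries per group), a log2 fold change of -4.06 ± 0.091 (± standard error). A minor extracellular serine protease [3325377] fell by 3.41 ± 0.082. A peptidase of the M16 family [2479801] rose by 3.36 ± 0.086, and a membrane alanine aminopeptidase N [1571490], which trims amino acids from peptide ends, by 2.37 ± 0.091. Of 51 peptidase genes, 27 rose, 18 fell, and 6 did not pass (27 and 18 adjusted over the list alone, limma's camera adjusted p = 0.235), and the list also takes in transpeptidases and the repressor LexA, which do not digest food protein. The biotin-containing subunit of methylcrotonyl-CoA carboxylase, an enzyme of leucine breakdown, fell from 2108 ± 119.6 to 18.9 ± 5.54 CPM, and hydroxymethylglutaryl-CoA lyase, which completes that route, fell by 6.44 ± 0.13. The carboxyl transferase subunit [164002] fell by 6.79 ± 0.15, with 1 of the 4 libraries alone apart from the other 3, and 3-hydroxyisobutyryl-CoA hydrolase [3505365], of valine breakdown, fell by 5.25 ± 0.099. The acyltransferase of branched-chain alpha-keto acid dehydrogenase [994448], an early step that was chosen after its values were seen, rose by 1.77 ± 0.12. Branched-chain amino acid and propionate degradation had 6 genes that rose, 12 that fell, and 1 that did not pass (6 and 12 adjusted over the list alone, limma's camera adjusted p = 0.0435, adjusted p = 0.504 with an estimated correlation). The glycine cleavage genes for aminomethyltransferase and glycine dehydrogenase rose by 2.47 ± 0.083 and 2.43 ± 0.089, and creatinase, which starts creatine breakdown, fell by 2.11 ± 0.14. Glycine, creatine, and sarcosine degradation counted 4 genes that rose, 6 that fell, and 1 that did not pass (4 and 6 adjusted over the list alone, limma's camera adjusted p = 0.751). By edgeR's quasi-likelihood test, adjusted p values of the named genes were at most 7.4e-10.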

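Cytochrome d ubiquinol oxidase subunits and the hemL gene are examples of genes that Table S1 lists as higher in coculture, and hemA is not among its genes. For each gene, the paper's table gives the translation start and stop, the product, raw and normalized counts per replicate, RPKM and expression per condition, Rockhopper's p and q values, and a fold change. Of the 276 genes the paper lists as higher, 266 were tested here and 264 of them rose at an adjusted p under 0.05 by edgeR's quasi-likelihood test, 261 of these by at least 3-fold. Of the 444 that the paper lists as lower, 414 were tested and 411 fell at the same threshold, 344 of these by at least 3-fold and the rest by less. No tested gene of the paper's table was called in the opposite direction. Genes past 3-fold here but absent from the paper's table were 31 that rose and 2 that fell. In the paper's table, 16 genes listed as higher have no fold value and 44 listed as lower have a fold of 0, because an expression value there is rounded to 0.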

10.1128/mSystems.00036-18.10 TABLE S1  RNA-seq results. Download TABLE S1, XLSX file, 0.1 MB. Copyright © 2018 Cleary et al. 2018 Cleary et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Full pathways that are represented by genes that increased in expression include those involved with manganese and iron transport systems, suggesting increased competition for metals when cocultured with *Penicillium*. 

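The ferrichrome ABC transporter gene [2662580], for uptake of an iron-binding fungal siderophore, rose from 13.0 ± 2.66 to 354 ± 44.6 CPM (mean ± SD, n = 4 libraries per group), a log2 fold change of 4.77 ± 0.13 (± standard error), with 1 of the 4 libraries alone apart from the other 3. A siderophore-binding protein [1943986] and a siderophore permease [2659650], parts of importers for iron carriers, rose by 4.05 ± 0.091 and 3.80 ± 0.085. Of 38 iron and siderophore uptake genes, 31 rose, 6 fell, and 1 did not pass (31 and 6 adjusted over the list alone, limma's camera adjusted p = 6.1e-07, adjusted p = 0.309 with an estimated correlation). Genes that build siderophores rose as well, among them isochorismate synthase [265756] from 44.3 ± 5.36 to 700.4 ± 32.9 CPM, isochorismatase [264292] by 3.64 ± 0.086, and the desferrioxamine gene *desA* [2640154] by 3.79 ± 0.20. Siderophore biosynthesis had 13 of 15 genes that rose, 1 that fell, and 1 that did not pass (13 and 1 adjusted over the list alone, limma's camera adjusted p = 6.4e-05, adjusted p = 0.309 with an estimated correlation). The member that fell, a terminal non-ribosomal peptide synthetase [2408983] chosen after its values were seen, had -1.02 ± 0.084, and a menaquinone-specific isochorismate synthase in the list serves another product. For manganese, the SitABC importer rose at its periplasmic-binding protein [608203] by 2.26 ± 0.079 and its permease [609896] by 2.40 ± 0.076. The manganese transport protein MntH and the NRAMP family transporter [2970141], which bring in manganese through another kind of carrier, fell, MntH from 509.6 ± 23.4 to 13.6 ± 1.87 CPM with 1 of the 4 coculture libraries apart from the other 3, and the NRAMP gene from 675 ± 111 to 18.7 ± 3.77 CPM. Manganese transport had 5 genes that rose and 3 that fell of 8 (5 and 3 adjusted over the list alone, limma's camera adjusted p = 0.468), with a median log2 fold change of 0.80 and a mean of -0.27, which differ in sign. The zinc-binding protein ZnuA [794382] fell by 1.55 ± 0.11 and the zinc permease [2280398] rose by 0.41 ± 0.078. Zinc transport counted 2 that rose and 2 that fell of 4 (2 and 2 adjusted over the list alone, limma's camera adjusted p = 0.830). Besides ZnuA, the member that fell was the zinc uptake regulator ZUR [2276762], with -0.52 ± 0.085, which is not a transporter. A multicopper oxidase [1302236], of a family that oxidizes metals or phenols, rose from 30.8 ± 2.98 to 939 ± 43.8 CPM, and 2 copper metallochaperones like Cox17, whose similar values could reflect shared reads, rose by 4.04 ± 0.14 and 3.69 ± 0.12. Copper handling had 7 genes that rose, 1 that fell, and 2 that did not pass (7 and 1 adjusted over the list alone, limma's camera adjusted p = 0.0451, adjusted p = 0.438 with an estimated correlation). Among regulators, a MerR family gene [2342410] fell by 2.07 ± 0.071 and an ArsR family gene [939699] fell by 1.87 ± 0.071, families that sense many metals and also other signals. Metal-dependent regulators had 4 that rose, 13 that fell, and 1 that did not pass (4 and 13 adjusted over the list alone, limma's camera adjusted p = 0.0422, adjusted p = 0.309 with an estimated correlation). Across the genes named, adjusted p values were at most 1.2e-04 by edgeR's quasi-likelihood test. The iron and manganese lists were named by the study on these samples and are not independent evidence.

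**Figure D5:**
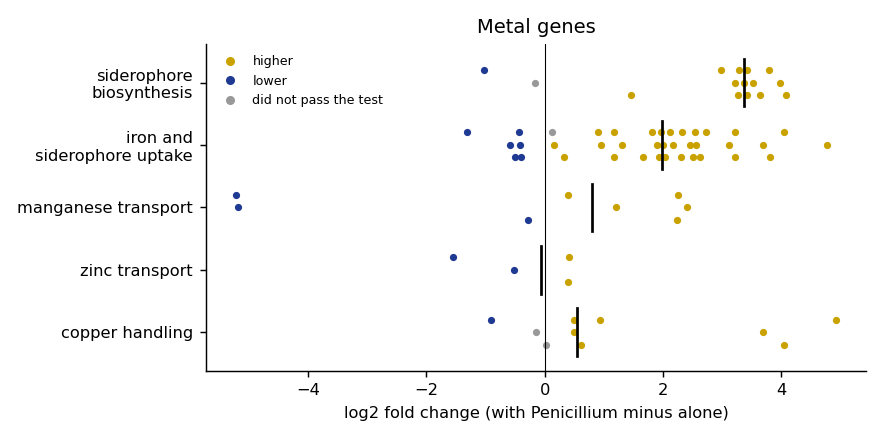
Each point is a gene of a metal list, placed by its log2 fold change with *Penicillium* relative to alone, where gold points rose, blue points fell, grey points did not pass at an adjusted p under 0.05, and black bars are list medians. The pair of manganese genes at -5.22 and -5.18 lies apart from the members that rose.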

One unique KEGG pathway to emerge in the upregulated genes is siroheme biosynthesis, which includes genes associated with coproporphyrin biosynthesis. 

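Outside the operon, a siroheme synthase gene [637076] fell from 1632 ± 337 to 15.7 ± 3.33 CPM (mean ± SD, n = 4 libraries per group), a log2 fold change of -6.70 ± 0.17 (± standard error). Its neighbor, uroporphyrinogen III synthase HEM4 [636057], which makes the shared precursor of heme and siroheme, fell by 6.43 ± 0.16, and the genes share 1 nt at their ends, so reads across that end could belong to either. A further siroheme synthase gene [1594988] rose from 114 ± 8.70 to 481 ± 61.5 CPM, a log2 fold change of 2.07 ± 0.092, and siroheme, its product, is the cofactor of sulfite and nitrite reductases. This copy overlaps a sulfate permease gene by 8 nt, and its value is uncertain to the extent that reads were shared there. Heme O synthase, which turns heme into the form used by terminal oxidases, rose by 1.46 ± 0.065. These 4 genes had adjusted p values of at most 3.6e-13 by edgeR's quasi-likelihood test. The tetrapyrrole list without the operon had 5 genes that rose, 2 that fell, and 2 that did not pass of 9 (5 and 2 adjusted over the list alone, limma's camera adjusted p = 0.358). Its median log2 fold change was 0.89 and its mean -0.74, which differ in sign, and 3 of the members that rose, a radical SAM enzyme and a pair of Surf1 proteins, do not make tetrapyrroles. Siroheme biosynthesis was named by the study on these samples, so the list is not independent evidence.

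**Figure D6:**
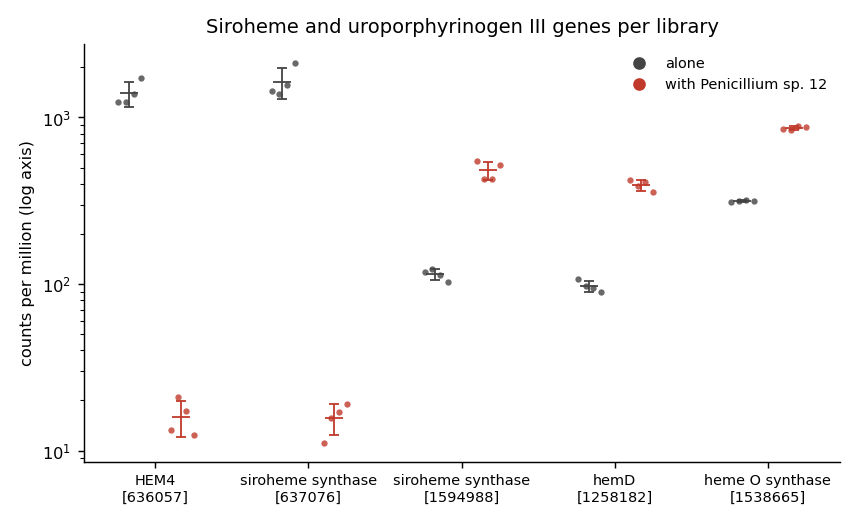
CPM on a log axis for siroheme and uroporphyrinogen III synthase genes in 4 libraries of the bacterium alone and 4 with *Penicillium*, where points are libraries, and bars give the mean ± SD. The siroheme synthase gene [637076] lies at 1632 CPM alone and 15.7 CPM with *Penicillium*.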

Coproporphyrin III is part of the porphyrin biosynthesis pathway in bacteria (30). One model for coproporphyrin III production starts with the intermediate 5-aminolevulinic acid, yields uroporphyrinogen III as an intermediate, and ends with the oxidation of coproporphyrinogen III to yield coproporphyrin III (Fig. 5b). In some Gram-positive bacteria, the genes that encode the proteins in the porphyrin biosynthesis pathway have been found in operons, including the *hemAXCDBL* operon for biosynthesis of uroporphyrinogen III from glutamyl-tRNA (31, 32) and the *hemEYH* operon (33). In the genome of G. arilaitensis, we identified an operon of eight predicted coding sequences (locus tag Ga0099663_101508 to Ga0099663_101516) that contain homologs to these previously characterized components of the coproporphyrin III biosynthesis pathway (Fig. 5b). 

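The operon genes for glutamyl-tRNA reductase (*hemA*), uroporphyrinogen III decarboxylase (*hemE*), protoporphyrinogen IX oxidase (*hemY*), HemQ, and ferrochelatase lie in that order in the deposited table, followed by *hemC*, *hemD*, *hemB*, and *hemL*. Their coding sequences span 10337 nt, from position 1250996 to 1261332 of the assembly that the authors used, whose build name is not given in the sources used here. The deposited table holds 9 coding sequences in this span, 8 on the plus strand and *hemA* on the minus strand. A gap of 149 nt separates *hemA* from *hemE*, so the pair is transcribed in opposite directions from it. Between genes of the plus strand, gaps run from 5 to 106 nt, apart from 2 overlaps of 4 nt, of *hemQ* with ferrochelatase and of ferrochelatase with *hemC*, where reads could be counted for either gene. Glutamyl-tRNA reductase and the *hemL* product make 5-aminolevulinic acid, the products of *hemB*, *hemC*, and *hemD* turn it into uroporphyrinogen III, and *hemE* leads on to coproporphyrinogen III. HemY, ferrochelatase, and HemQ act after that intermediate. The deposited table holds no locus tags, so genes were matched by product and position. Counts of these genes come from 4 libraries of the bacterium alone and 4 with *Penicillium*.

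**Figure D7:**
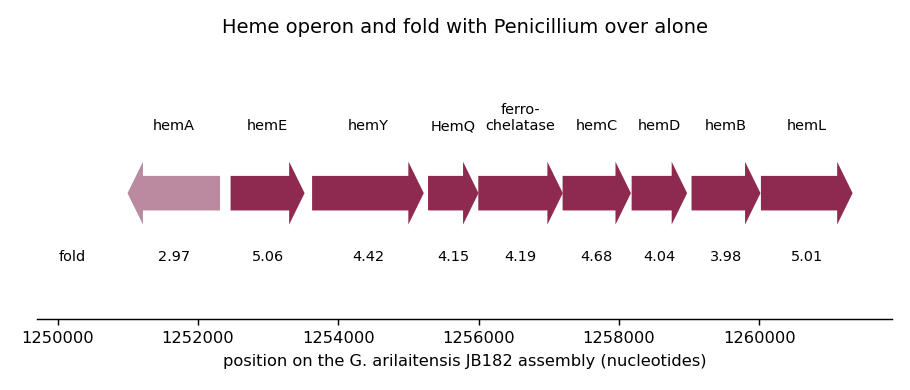
Map of the 9 genes along the assembly in nt, with arrows for strand and the fold change with *Penicillium* relative to alone printed under each gene. Folds run from 2.97 for *hemA* to 5.06 for *hemE*.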

In support of the role of coproporphyrin III production in the interaction of G. arilaitensis with *Penicillium*, we see significantly increased expression (3- to 5-fold) of this entire operon compared to when G. arilaitensis is grown alone (Fig. 5c; Table S1).

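Uroporphyrinogen III decarboxylase (*hemE*), which makes coproporphyrinogen III, rose from 117 ± 7.91 to 594 ± 12.2 CPM (mean ± SD, n = 4 libraries per group), a log2 fold change of 2.34 ± 0.071 (± standard error) or 5.06-fold. Glutamate-1-semialdehyde aminotransferase (*hemL*), which makes 5-aminolevulinic acid, rose from 208 ± 17.0 to 1040.3 ± 75.2 CPM, or 5.01-fold. Porphobilinogen deaminase (*hemC*) rose 4.68-fold (2.23 ± 0.081), uroporphyrinogen III synthase (*hemD*) 4.04-fold (2.02 ± 0.079), and porphobilinogen synthase (*hemB*) 3.98-fold (1.99 ± 0.076). Protoporphyrinogen IX oxidase HemY, which can oxidize coproporphyrinogen III to coproporphyrin III, rose 4.42-fold (2.14 ± 0.075), ferrochelatase 4.19-fold (2.07 ± 0.077), and HemQ, which yields heme from iron-loaded coproporphyrin, 4.15-fold (2.05 ± 0.084). Glutamyl-tRNA reductase (*hemA*), which starts the route from glutamyl-tRNA, rose least, from 321 ± 14.1 to 954 ± 40.4 CPM, a log2 fold change of 1.57 ± 0.070 or 2.97-fold. All 9 genes rose (9 adjusted over the list alone), with adjusted p values of at most 3.2e-13 by edgeR's quasi-likelihood test. At least 3-fold was reached by 8 of the 9, and 8 passed the glmTreat test for a change beyond that fold. Compared with all other genes, the operon was higher (limma's camera adjusted p = 6.4e-05, adjusted p = 0.309 with an estimated correlation). The study chose this operon on these samples, so the list is not independent evidence. The paper offers the higher expression of the operon in coculture as support for a role of coproporphyrin III production in the interaction of G. arilaitensis with *Penicillium*, a role that its discussion words with caution.

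**Figure D8:**
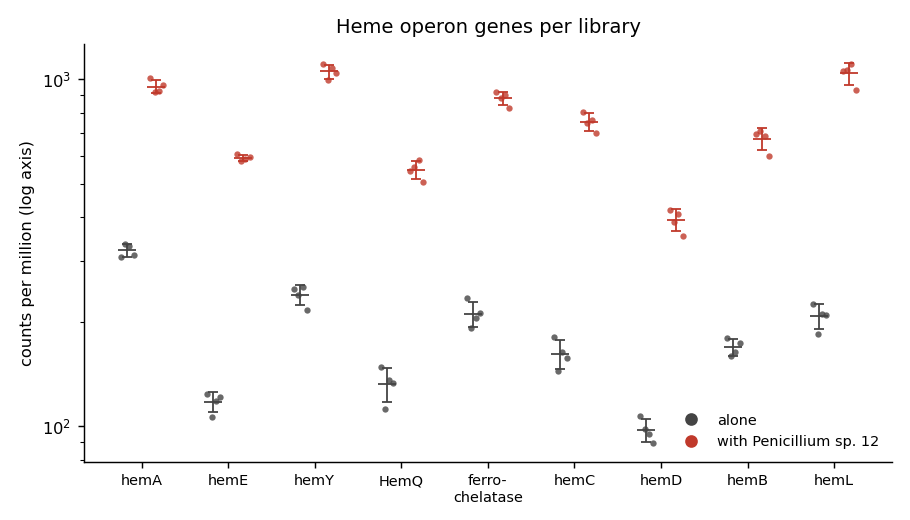
CPM on a log axis for each of the 9 operon genes in 4 libraries of the bacterium alone and 4 with *Penicillium*, where points are libraries, and bars give the mean ± SD. For *hemE* the means are 117 CPM alone and 594 CPM with *Penicillium*.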

### Growth assays with purified coproporphyrin III.

To test whether coproporphyrin III impacts the growth of G. arilaitensis or *Penicillium* sp. 12 growing on cheese curd, we supplemented cheese curd agar (pH 5) with purified coproporphyrin III dihydrochloride at a range of concentrations (0, 50, 100, and 200 µM). After 4 days of growth, both the 100 and 200 µM coproporphyrin III treatments had significantly lower growth for both G. arilaitensis (*F*_3,12_ = 69.8, *P* < 0.001) and *Penicillium* sp. 12 (*F*_3,12_ = 101.9, *P* < 0.001) (Fig. 6). Inhibition was much stronger for *Penicillium* at the 200 µM concentration (90% decrease at 200 µM) than for G. arilaitensis (63% decrease at 200 µM). At 10 days of growth, the inhibitory effect of coproporphyrin III was gone, with no significant differences in growth of *Penicillium* sp. 12 and slightly higher growth of G. arilaitensis in both the 100 and 200 µM coproporphyrin III treatments (Fig. 6).

**FIG 6:**
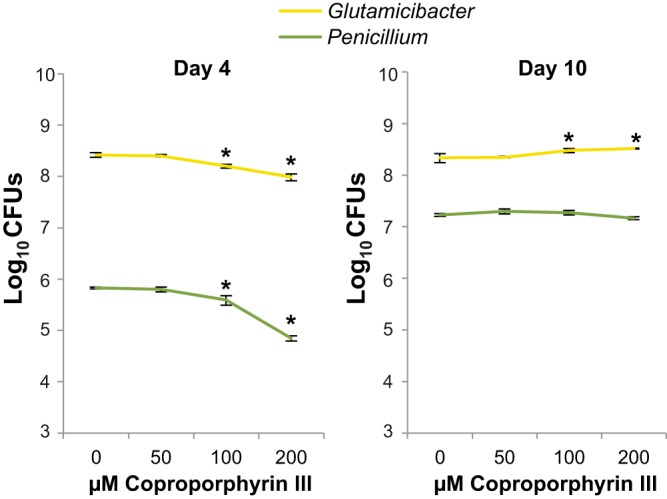
Growth of Glutamicibacter arilaitensis JB182 and *Penicillium* sp. 12 on cheese curd agar with a range of coproporphyrin III concentrations. Data represent means from four replicates, and error bars are standard deviations. Data were collected at 4 and 10 days after inoculation. Asterisks indicate treatments that are significantly different from 0 µM based on analysis of variance with Dunnett’s test (*P* < 0.05).

## DISCUSSION

This study has discovered the chemical identity of a pigment produced during a potentially widespread bacterium-fungus interaction in cheese rinds. To our knowledge, this is the first time that coproporphyrin III has been definitively identified as a metabolite produced by G. arilaitensis and is the first identification of this compound from cheese microbes (34). The implications of production of this molecule are yet to be determined, but upregulation of production of coproporphyrin III by G. arilaitensis in the presence of the fungus *Penicillium* suggests that it plays a role in this specific bacterium-fungus interaction and possibly in rind microbial community development. The observed strong inhibition of *Penicillium* compared to G. arilaitensis at high concentrations suggests that coproporphyrin III has the potential to be part of the previously described inhibitory effect of G. arilaitensis on *Penicillium* (4). Coproporphyrin III may be produced by the bacterium during competition with the fungus for metals such as zinc and iron. Alternatively, the fungus may create a unique environment in the cheese, including altering the pH of the cheese, that enhances production of coproporphyrin III by G. arilaitensis. Considering that other cheese-derived *Penicillium* species can enhance pigment production by G. arilaitensis, this may be a conserved mechanism by which G. arilaitensis has evolved to exist on cheese rinds.

Other groups have characterized carotenoid pigments produced by G. arilaitensis, and other bacteria in the genus *Arthrobacter* (now *Glutamicibacter* for many species) have been shown to produce coproporphyrins (16, 30). The addition of manganese, zinc, and cobalt has also been shown to increase pigments due to coproporphyrin III production by Arthrobacter globiformis (31). These studies support the findings here but do not address the role that porphyrin production can play in interspecies interactions. In this case, coproporphyrin III has been shown to inhibit cell growth and is perhaps excreted in response to alterations in trace metal composition induced by the presence of *Penicillium* sp. 12. In light of past research showing that coproporphyrin III can mediate interactions between different bacterial species (32, 33), it would be interesting to explore if zinc coproporphyrin III production is found in other bacterium-fungus interactions outside cheese rind microbiomes.

Previous studies have investigated the impact of zinc supplementation in milk on lactic acid bacteria (LAB) (35) prior to the aging process and found that the presence of zinc alters the ability of LAB to acidify cheese during the initial cheesemaking process. This previous work was limited to LAB and did not include investigations of rind microbes, which include a wider variety of bacterial and fungal species. Addition of zinc feed additives has been reported to increase zinc levels in milk (36), and research on the elemental components of milk has shown differences in content due to variables related to seasonal changes (37). Considering the suggested variability of zinc that could be found in cheese, future studies by our group regarding coproporphyrin III production will include elemental analysis on all cheese curd batches.

The high levels of zinc compared to iron in the extracted coproporphyrin III suggest either that zinc chelation rather than iron chelation is the key task performed by this particular molecule, or as described by Anttila et al. (27, 28), that coproporphyrin III is a copper acquisition compound and zinc coproporphyrin III forms when copper is limited. Considering the high levels of zinc in comparison to other trace metals found in the elemental analysis of cheese curd medium, production of coproporphyrin III may be a mechanism by which G. arilaitensis acquires sufficient levels of zinc or avoids zinc toxicity. The results of elemental analysis of the cheese curd in this study were not surprising considering that zinc is primarily bound to casein, the primary component of cheese (35). However, there has long been documented an interplay between trace metal levels and porphyrin biosynthesis, and the results here suggest that trace metals are important considerations in microbial interactions (38). It would be interesting to determine if zinc coproporphyrin III production is necessary for successful cheese rind colonization or if it enhances the ability of G. arilaitensis to coexist in cheese rind microbial communities. Future research will also consider the potential for antimicrobial properties of zinc coproporphyrin III, as some iron chelators sometimes display antibacterial activity and zinc is known to enhance antibiotic effects (13, 39). The exact role of zinc-bound coproporphyrin III has not been elucidated here, and future efforts on our part will determine whether it is more responsive to fungal interaction or to abiotic factors.

The MALDI-TOF IMS method used here was crucial for rapid screening of potential *m/z* signal candidates responsible for pigmentation, as the spatial distribution of *m/z* peaks helps to determine the source when multiple species are present in a sample. Further culture, extraction, and confirmatory techniques are necessary to accomplish the goal of proving the identity of a particular molecule, but IMS allows minimally altered states of bacterial and fungal growth to be directly analyzed. In this case, the retrospective analysis of IMS data also showed *m/z* signals that were presumably due to zinc-chelated coproporphyrin III isotopes, which convincingly limits the possibility that the presence of zinc was an artifact of extraction and analytical techniques.

The additional unique signals observed in imaging have not yet been identified and represent a large amount of chemical information that is yet to be interpreted. It is likely that some of these metabolites play roles in community development and maintenance, and it is our goal to identify unknown signals shown in similar interactions between bacteria and fungi to build a foundation for molecular patterns and processes.

## MATERIALS AND METHODS

### General experimental procedures.

All HPLC analyses were performed on an Agilent 1260 Infinity equipped with a diode array detector and fraction collector (Agilent Technologies, Santa Clara, CA). Solvents used for the HPLC analysis were LC-MS grade and were used without further purification. Desferrioxamine standard was purchased from Sigma-Aldrich. Coproporphyrin I and III standards were purchased from Frontier Scientific. MALDI-TOF data were collected on a Bruker Autoflex Speed instrument. LC-MS/MS data were acquired using an HP1050 HPLC outfitted with a photodiode array (PDA) detector coupled to a Thermo Finnigan LCQ Advantage mass spectrometer. NMR spectra were acquired on a Bruker 400-MHz spectrometer equipped with a 5-mm PABBO z-gradient probe and referenced to residual solvent proton and carbon signals (δ_H_ 3.35, δ_C_ 49.3 for CD_3_OD), and LC-MS/MS analysis was performed on an Agilent 6300 ion trap. High-resolution MS^1^ data were collected on a Bruker Impact II quadrupole TOF (qTOF) instrument.

### Media and growth conditions.

G. arilaitensis JB182 was routinely grown on brain heart infusion (Bacto BHI) agar (BD) at room temperature (RT), and single colonies were selected for subsequent experiments. Liquid bacterial cultures were grown for 5 days at room temperature and 225 rpm in 4 ml of BHI medium. *Penicillium* sp. 12 was grown on plate count agar milk salt (PCAMS; 1 g/liter whole-milk powder, 1 g/liter dextrose, 2.5 g/liter yeast extract, 5 g/liter tryptone, 10 g/liter sodium chloride, 15 g/liter agar) plates at RT, and spores were harvested at 7 days (or until sporulation was observed) of growth for subsequent experiments.

### IMS.

G. arilaitensis was grown overnight in brain heart infusion (Bacto BHI) liquid medium (BD) at RT. Liquid cultures were normalized to an optical density (OD) of 0.1 and diluted 10^−2^ for working culture. Spores harvested from *Penicillium* sp. 12 were put into 1× phosphate-buffered saline (PBS), normalized to an OD of 0.1, and then diluted 10^−1^ for working culture. Five microliters of working cultures was spotted on thin (10 ml in 100-mm-diameter petri dish) 2.5% cheese curd agar (CCA; 25 g/liter lyophilized Bayley Hazen blue cheese curd, 5 g/liter xanthan gum, 30 g/liter NaCl, 17 g/liter agar, pH adjusted to 5.0 using NaOH). Thin agar plates were prepared for IMS by pouring approximately 10 ml (100-mm-diameter petri dish) of either 2.5% cheese curd agar with 3% NaCl adjusted to pH 5 using NaOH or 2.5% cheese curd agar with 3% NaCl adjusted to pH 7 using HCl.

After at least 5 days of growth, fungal spores were removed using a sterile Q-Tip with acetonitrile, and isolated bacteria, fungi, bacterium-fungus co-spots, and agar controls were excised from the agar plate and placed onto the steel MALDI plate. Pictures of wet agar spots on the steel plate were taken, and then MALDI matrix, 50:50 α-cyano-4-hydroxycinnamic acid (CHCA)–dihydroxybenzoic acid (DHB), was sieved (pH 5 cultures) or sprayed (pH 7 cultures) over the plate to completely cover all agar pieces with matrix. The plate was then put in the oven overnight at 30°C for drying. Once completely dry, excess matrix was removed from the plate, and after pictures were taken of the steel plate, it was inserted into the MALDI instrument. Using Bruker Flex Imaging v.4.1, the picture was matched to the steel plate inside the instrument and used to direct data acquisition to specific regions on the plate. Calibration was performed with Pepmix, and detection was set to 200 to 2,500 Da. Analysis was done in positive, reflectron mode with medium laser size and a frequency of 500 Hz. Five-hundred-micrometer raster points were chosen for all samples, and analysis was performed using Bruker Flex Imaging v. 4.1 with a total ion current (TIC) normalization applied.

### Extraction of biomolecules from liquid cultures.

G. arilaitensis was grown in small scale as described above. The resulting liquid culture was normalized to an OD at 600 nm (OD_600_) of 0.1 for inoculation into 50 ml of 10% liquid cheese curd medium (20 g/liter lyophilized Bayley Hazen blue cheese curd, 30 g/liter sodium chloride, autoclaved for 15 min).

Given that the interaction between G. arilaitensis and *Penicillium* appears to upregulate pigment production, two distinct culture conditions were used to measure and potentially upregulate production of *m/z* 655. Desferrioxamine B was sterile filtered through an 0.22-µm polyethersulfone (PES) membrane and added into two out of the four 10% liquid cheese curd medium flasks along with sterile glass beads, and all flasks were adjusted to a pH of 5. Flasks were autoclaved for 20 min (a short time is necessary to prevent burning of the curds) and after inoculation were incubated for 7 days at RT at 225 rpm. For large-scale cultures, 50-ml cultures were seeded into 1-liter flasks of 10% liquid cheese curd medium and desferrioxamine B was added (sterile filtered through 0.22-µm PES membrane).

Cultures were shaken at 225 rpm at RT for 10 days, and 20 g of Amberlite XAD16N resin was added to liquid cultures and shaken for 1 h. Cultures were then vacuum filtered to collect both resin and cells. This mixture, including the filter paper, was back-extracted with 50:50 dichloromethane (DCM)-methanol (MeOH) for 1 h at 225 rpm. The resulting slurry was vacuum filtered, and the filtrate was dried *in vacuo*. Crude biomass was subjected to solid-phase extraction (SPE) using a Supelco Discovery C_18_ cartridge (5 g; Bellefonte, PA). Elution occurred using a step gradient of 40 ml of MeOH–Milli-Q H_2_O solvent mixtures (10% MeOH, 20% MeOH, 40% MeOH, 60% MeOH, 80% MeOH, and 100% MeOH) and finally 100% ethyl acetate (EtOAc) to afford seven fractions. Each fraction was dried *in vacuo* and analyzed using MALDI-TOF MS. The 60% and 80% fractions were prioritized by MALDI-TOF as they contained the desired *m/z* 655 and were subjected to reverse-phase high-performance liquid chromatography (HPLC). Mass-guided HPLC isolation was conducted with a Kinetex C_18_ column (5 µm, 100 Å, 150 by 4.6 mm; Phenomenex, Torrance, CA), 75% MeOH-15% Milli-Q H_2_O (formic acid, 0.2% [vol/vol]), 1 ml/min, 210, 380, 400, and 600 nm. All peaks appearing at 400 nm were collected for MS analysis. These HPLC fractions were dried *in vacuo* and analyzed by ^1^H NMR. Retention time matching experiments were conducted with the same Kinetex C_18_ column with 0.5 M ammonium acetate buffer on a gradient of 20% to 50% acetonitrile over 30 min.

### Compound characterization.

Coproporphyrin III: red solid; ^1^H NMR [400 MHz, (CD_3_)_2_SO], 10.67 s, 10.06 s, 10.04 s, 8.48 s, 4.30 m, 3.61 bs, 3.58 s, 3.51 s, 3.35 bs HDO, 2.50 q (CD_3_)_2_SO, 2.16 t (*J* = 7.3 Hz), 1.87 s, 1.24 bs, 0.86 t (*J* = 6.5 Hz); high-resolution electrospray ionization mass spectrometry (HRESIMS) *m/z* [M]^+·^ 716.1809 (calculated for C_36_H_36_N_4_O_8_^64^Zn^+^, 716.1819).

### MS/MS analysis with GNPS.

The 400-nm peaks collected as described above were also subjected to MS/MS analysis for dereplication using the Global Natural Products Social Molecular Networking (gnps.ucsd.edu) database and workflow (22, 23). MS/MS analysis was done on a Thermo Finnigan LCQ Advantage Max mass spectrometer via direct infusion of purified G. arilaitensis extract. The electrospray ionization (ESI) conditions were set with the source voltage at 5 kV and capillary temperature at 250°C. The detection window was set from 200 to 2,000 Da, collision energy was at 50%, and isolation width was 3 *m/z*. High-resolution MS^1^ data were collected on a Bruker Impact II qTOF instrument in positive mode with the detection window set from 50 to 1,500 Da, on an ultra-HPLC (UHPLC) gradient of 10 to 100% acetonitrile over 10 min.

Tandem mass spectrum data were converted into mzXML files and submitted to the Global Natural Products Social Molecular Networking workflow in which fragmentation patterns are matched to library fragmentation data as well as other spectra within the same run (22, 23). This database identified coproporphyrin I and III as potential matches, with a cosine score of 0.93 indicating high similarity. Since coproporphyrin was the expected chemical entity, a siderophore of a different class (desferrioxamine B) was used to supplement the cultures in order to manipulate production of the coproporphyrin. The spectral match for coproporphyrin was found in both supplemented and unsupplemented cultures, suggesting that it is natively produced.

### ICP-MS.

Quantification of metals was accomplished using inductively coupled plasma MS (ICP-MS) of acid-digested samples. Specifically, the sample was digested in concentrated trace nitric acid (>69%; Thermo Fisher Scientific, Waltham, MA) at room temperature for 16 h. Ultrapure H_2_O (18.2 MΩ ⋅ cm) was then added to produce a final solution of 5.0% (vol/vol) nitric acid in a total sample volume of 20 ml. A quantitative standard was made using Inorganic Ventures standards IV-ICPMS-71A and IV-ICPMS-71B (Christiansburg, VA) and Fluka analytical mercury standard for ICP (Sigma-Aldrich, St. Louis, MO, USA), which were combined to create a 100-ng/ml mixed-element standard in 5.0% (vol/vol) nitric acid in a total sample volume of 50 ml.

ICP-MS was performed on a computer-controlled (QTEGRA software) Thermo iCapQ ICP-MS (Thermo Fisher Scientific, Waltham, MA) operating in standard (STD) mode and equipped with an ESI SC-2DX prepFAST autosampler (Omaha, NE). Internal standard was added inline using the prepFAST system and consisted of 1 ng/ml of a mixed-element solution containing Bi, In, ^6^Li, Sc, Tb, and Y (IV-ICPMS-71D from Inorganic Ventures). Online dilution was also carried out by the prepFAST system and used to generate calibration curves consisting of 50, 20, 10, 5, and 2 ng/ml of each element. Each sample was acquired using 1 survey run (10 sweeps) and 3 main (peak jumping) runs (40 sweeps). The isotopes selected for analysis were ^11^B; ^24,25,26^Mg; ^31^P; ^44^Ca; ^48^Ti; ^52^Cr; ^55^Mn; ^57^Fe; ^59^Co; ^60^Ni; ^63^Cu; ^66^Zn; ^77,82^Se; ^85^Rb; ^88^Sr; ^90^Zr; ^95,96^Mo; ^111^Cd; ^118^Sn; ^121^Sb; ^137^Ba; ^146^Nd; ^157^Gd; ^175^Lu; ^178^Hf; ^182^W; ^200,202^Hg; ^208^Pb; and ^6^Li, ^89^Y, ^115^In, ^159^Tb, and ^209^Bi (chosen as internal standards for data interpolation and machine stability). Instrument performance is optimized daily through autotuning followed by verification via a performance report (passing manufacturer specifications).

### RNA-seq.

To identify how growth with *Penicillium* impacts the expression of genes in the coproporphyrin biosynthesis pathway of G. arilaitensis JB182, we generated RNA-seq libraries of G. arilaitensis JB182 grown alone and G. arilaitensis JB182 grown in the presence of *Penicillium* sp. 12 (Fig. 5). A very small subset of data from this experiment focusing on expression patterns of a single operon was previously published (11). As detailed methods were previously described in that paper, we only summarize the methods here.

For each experimental unit, approximately 80,000 CFU of G. arilaitensis JB182 was spread across the surface of a 100-mm petri dish containing 20 ml of cheese curd agar. For the + *Penicillium* sp. 12 treatment, approximately 100,000 CFU of *Penicillium* was coinoculated onto the plates with G. arilaitensis JB182. Plates were kept at >90% relative humidity at 24°C for 5 days. Rind biofilms were harvested by scraping the cheese curd surface and stored in RNAprotect reagent (Qiagen), and RNA was extracted using a standard phenol-chloroform protocol as previously described (11). To deplete samples of tRNA and rRNA, both MEGAClear (Life Technologies, Inc.) and RiboZero (Illumina) kits were used. To remove both fungal and bacterial rRNA, yeast and bacterial rRNA probes from the RiboZero kits were mixed 1:2 and used for rRNA depletion. To confirm that the samples were free of DNA contaminants, a PCR of the 16S rRNA gene was performed with standard primers (27f and 1492r). Overall quantity and quality of the RNA preparations were confirmed by NanoDrop and Agilent 2100 Bioanalyzer instruments using the RNA 6000 Nano kit. RNA-seq libraries were constructed from purified mRNA using the NEBNext Ultra RNA library prep kit for Illumina (New England BioLabs). Pooled library samples were sequenced using paired-end 100-bp reads on an Illumina HiSeq Rapid Run by the Harvard Bauer Core Sequencing Core Facility. Each library yielded 6.8 to 8.9 million forward reads that were used for analysis.

To quantify gene expression and identify differentially expressed genes, we used Rockhopper (40). Only forward reads were used for this analysis. The assembled and annotated G. arilaitensis JB182 genome (NCBI GEO accession number GSE112092) was used as a reference genome for mapping. Differentially expressed genes were those deemed significantly different based on Rockhopper’s *q* values, which control for false discovery rate using the Benjamini-Hochberg procedure.

To determine the functional distributions of differentially expressed genes, amino acid sequences of genes that were 3-fold or greater differentially expressed were assigned KEGG K numbers using BlastKOALA. Membership of these genes in different KEGG pathway modules was determined using KEGG Mapper. KEGG assignments are expressed as a fraction of the genes that were differentially expressed compared to the total number of genes in the pathway.

### Growth assays with additional *Penicillium* species.

To test whether other *Penicillium* species can also cause upregulation of pink pigment production by Glutamicibacter arilaitensis JB182, 200 CFU of *Penicillium* sp. 12 and three other *Penicillium* species (P. nalgiovense, P. camemberti, and P. commune) was inoculated alone and in combination with 200 CFU of Glutamicibacter arilaitensis JB182 onto cheese curd agar in a 96-well plate. These cultures were incubated at 24°C in the dark. Photos of the interaction were taken 6 days after inoculation (see Fig. S4B in the supplemental material).

### Growth assays with purified coproporphyrin III.

To determine how purified coproporphyrin III affects the growth of G. arilaitensis JB182 and *Penicillium* sp. 12, cheese curd agar was supplemented with 0, 50, 100, and 200 µM coproporphyrin III dihydrochloride dissolved in methanol (Frontier Scientific). Cheese curd agar was distributed across 96-well plates with 150 µl of cheese curd agar per well, and wells were inoculated with 200 CFU. Each treatment was replicated four times. Ninety-six-well plates were incubated in the dark at 24°C and were sealed with a breathable film (AeraSeal; Excel Scientific, Victorville, CA). Wells were harvested at 4 and 10 days after inoculation using a sterile toothpick. CFU per well were quantified by pestling the harvested cheese curd agar plug 30 times using a micropestle in a 1.5-ml Eppendorf tube containing 600 µl of 1× phosphate-buffered saline and serially diluting the homogenate on PCAMS plates. Dunnett’s tests were used to determine changes in CFU per well between the control (0 µM) and three coproporphyrin III treatments (50, 100, and 200 µM).

### Data availability.

Raw Illumina reads and expression values have been deposited in NCBI’s Gene Expression Omnibus as GSE112092. Imaging data for analyses at pH 7 have been deposited in MassIVE under the study identifier MSV000082397 (ftp://massive.ucsd.edu/MSV000082397), and data for analyses at pH 5 are deposited under study identifier MSV000082398 (ftp://massive.ucsd.edu/MSV000082398).

How the deposited data were processed for this re-analysis (not part of the article)

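RNA was sequenced from G. arilaitensis JB182 grown alone and with *Penicillium* sp. 12, in 4 biological replicates each, after 5 days at 24°C on 20 ml of cheese curd agar in 100-mm dishes inoculated with 80000 CFU of the bacterium and, in coculture, 100000 CFU of the fungus. The authors depleted ribosomal RNA, made NEBNext Ultra libraries, and sequenced paired 100-bp reads, of which the forward reads were used. The authors mapped and counted the reads with Rockhopper, whose version is not given in the sources used here, and deposited the raw count of each gene in each library. The deposited normalized counts are a score that the authors' use of Rockhopper put on a common scale between libraries. The deposited RPKM and expression values are further scores, pooled by the authors over the 4 libraries of a condition and rounded to whole numbers. The deposited p-value and q-value of each gene come from the authors' Rockhopper test, with q values adjusted by Benjamini-Hochberg.

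Of 3871 entries, 155 are RNAs that Rockhopper predicted, with 26.4% to 32.6% of counts alone and 9.92% to 12.2% in coculture, and these were left out of the fit. Of the 3716 annotated genes, 3521 passed edgeR's filterByExpr and 195 did not, 3 of them with 0 counts in every library. Raw counts were normalized by TMM (factors 0.920 to 1.03) and fitted with edgeR's robust quasi-likelihood model, with log2 fold changes given as coculture minus alone, standard errors taken from the fold change and the F statistic, and Benjamini-Hochberg adjustment over all genes tested. The common biological coefficient of variation was 0.0814. The 44 gene lists, written as patterns on product names, were fixed before the data were examined, apart from the values of the paper's Table S1, which had been seen, and each was tested with limma's camera. Genes to be named were chosen by a rule fixed at the same point, with Table S1 likewise seen. The rule takes genes of the heme operon, the 10 genes with the largest rise and the 10 with the largest fall among those past the test, with a mean of at least 100 counts, every library of one group above every library of the other, and no "hypothetical protein" in the product, up to 4 members of each list with the largest change past the test (every member of lists of 5 or fewer), and all uroporphyrinogen III synthase and siroheme synthase genes, 185 genes in total.

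Alternatives were DESeq2, limma-voom, upper-quartile scaling, library totals, no filter, at least 10 counts in every library, the replicate number as a block, leaving out each library in turn, glmTreat at 3-fold, folds from the deposited normalized counts and from the rounded expression values, and an estimated correlation in camera. Keeping predicted RNAs in the fit was added after the data had been seen. All 35 ways to split the 8 libraries into 4 and 4 were also fitted. The same steps were run on simulated libraries of the real depth with 200 changed genes. Of 50 genes changed at each fold among the 3521 genes, 88% were recovered at 1.5-fold, 96% at 2-fold, 100% at 3-fold, and 100% at 5-fold, with 10 unchanged genes called. In the simulation 1 planted list of 20 genes was called by camera and 0 of 44 others. Simulated genes were drawn independently of each other, so this cannot show how camera behaves when list members are correlated. Far fewer genes were changed than were called in the data, so it does not test scaling under many changes either. KEGG mapping, read mapping, and metabolite data were not analysed here. Gene names and coordinates are those of the deposited table, and no genome sequence of this strain was used. Versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, and matplotlib 3.10.9.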

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

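In the HEM4, predicted RNA, and ribosomal protein patterns, the tests of shared reads, of scaling, and of predicted RNAs were chosen after the result was seen, and those of the nitrate genes and of the most abundant genes were set earlier. HEM4, which makes uroporphyrinogen III, had a log2 fold change of -6.43 while the heme operon rose, and the paper does not discuss it. Reads shared between the siroheme synthase copies would pull them together, yet their log2 fold changes differed by 8.77 (standard error 0.195). Scaling does not account for the fall of HEM4 and its neighbor either, since the smaller was -6.37 and the larger -6.83 under 4 scalings. A common regulation of the pair with the nitrate genes stays open, because the correlation of their deviations within groups was 0.408, at percentile 84.9 of other genes, with limits from -0.417 to 0.864.

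Among predicted RNAs, 70 fell and 12 rose at least 3-fold with *Penicillium*, and their share of counts was 30.2% (SD 2.84) alone and 11.0% (SD 1.03) in coculture, a difference of -19.2 points (exact permutation test, two-sided, n = 4 libraries per group, p = 0.0286, the smallest it can give). The most abundant predicted RNA, at 1875541 to 1875896, is not the whole reason, because without it the lowest share alone still lay 4.83 points above the highest in coculture. Ribosomal RNA left after depletion may contribute, since RNAs with near-identical counts (in every library within 10% of at least 5 others, and at least 8000 counts in total, limits that were chosen here) held 31.6% to 60.2% of predicted RNA counts, but their sequences are not in the deposited table, so this stays open. A change of the RNAs with the fungus stays open too.

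Of 56 ribosomal protein genes, which the paper does not discuss, 51 rose. The choice among 4 scalings does not account for the rise, since the median log2 fold change of these genes was 0.64 at the lowest and 0.82 at the highest. These scalings moved the median of all genes only by -0.132 to 0.0549 relative to TMM. A shift of most genes together, which none of them could show, was not tested. Loss of a few abundant genes from the counts also does not explain it, as the median was 0.79 without 20 genes, the most abundant of each group. Faster growth or a different growth phase in coculture was not tested and stays open.

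Of 9 ribonucleotide reductase genes, which the paper does not discuss, 8 rose. MntH, which the paper does not discuss either, fell by 5.22. A library stood apart from the other 3 of its group in 16 of 382 groups of 4 (4.19%) by a gap past Dixon's 95% limit, and chance alone gives about 1 in 20 groups. Coculture library 4 was the one apart in 7 groups, namely a class Ib ribonucleotide reductase alpha subunit [3907263] (gap 0.881 of the range), a Dyp-type peroxidase [3898903] (0.906), catalase [1974493] (0.891), methionine ATP-binding proteins [1264124] (0.859) and [909824] (0.846), a long-chain fatty acid-CoA ligase [465201] (0.901), and a phage replication protein (0.898). Coculture library 3 stood apart for MntH (0.859) and PotH (0.849), and coculture library 1 for UgpC (0.902) and an electron transfer flavoprotein beta subunit [236236] (0.851). Library 4 of the bacterium alone stood apart for urocanate hydratase (0.837), a methylcrotonyl-CoA carboxylase subunit [164002] (0.932), and the same ligase [465201] (0.901), library 1 for the ferrichrome transporter (0.848), and library 2 for 3-dehydroquinate synthase (0.877).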

How the results depend on the processing

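Keeping predicted RNAs in the fit was the setting chosen after the data had been seen. No call of a named gene reversed in the settings run, while the medians of the TCA cycle and aromatic synthesis lists changed sign with upper-quartile scaling. Under every setting run the 3-fold counts stayed within 1.5 times 292 and 346, from 232 (glmTreat) to 313 (DESeq2, library totals) genes that rose and from 282 (glmTreat) to 413 (rounded expression values) that fell. At any fold, counts ran from 1169 (upper quartile) to 1392 (library totals) that rose and from 1353 (DESeq2) to 1684 (upper quartile) that fell; upper-quartile scaling moved the median of all genes by -0.132. Leaving out 1 library gave 284 to 306 and 332 to 353 genes at 3-fold, and 1298 to 1357 and 1410 to 1450 at any fold. The replicate numbers do not pair libraries, since correlations of same-number libraries were -0.129 to 0.00794 against 0.103 for the highest other, and the replicate block gave 1330 and 1469. Of the 185 named genes, no call was lost in any setting (173 could be tested with 10 counts in every library), and 1, a tRNA-dependent lipid II-amino acid ligase, gained one under DESeq2, library totals, with predicted RNAs, and without replicate 1 alone or replicate 3 in coculture. The naming rule favors genes with large changes past the test, so this says little about calls of other genes. Camera calls of 25 lists were lost with an estimated correlation: adjusted p = 0.309 for heme operon, siderophore biosynthesis, iron uptake, metal regulators, ribonucleotide reductase, ribosomal proteins, chaperones, 6 transport lists (peptide, polar amino acid, betaine, putrescine, sulfonate, sugar), histidine degradation, branched-chain biosynthesis, nitrogen, purine, and lactate and glyoxylate; 0.346 for oxidative stress, 0.378 for terminal oxidases, 0.388 for beta-oxidation, 0.398 for arginine, 0.434 for tRNA synthetases, 0.438 for copper, and 0.504 for branched-chain degradation. With upper-quartile scaling, genes that fell became 2 (from 1) for siderophore biosynthesis, 2 (from 1) for copper, 1 (from 0) for ribonucleotide reductase, 5 (from 3) for aromatic synthesis, 1 (from 0) for ribosomal proteins, 5 (from 3) for tRNA synthetases, and 7 (from 4) for chaperones, and genes that rose became 2 (from 4) for metal regulators and 0 (from 1) for polar amino acid transport, by edgeR. With 10 counts in every library, genes that fell became 4 (from 7) for sulfonate transport, where 6 of 9 members were tested, and 1 for ribosomal proteins. Under DESeq2, library totals, and predicted RNAs alike, histidine biosynthesis had 1 that fell (from 2), tRNA synthetases 1 (from 3), and the ribosomal and transfer RNA list 2 that rose (from 1). Without 1 library, genes that fell ranged from 1 to 2 for siderophore biosynthesis (2 without replicate 2 alone), from 1 to 2 for histidine biosynthesis (1 without replicate 2 or 3 alone or replicate 2 or 3 in coculture), from 0 to 1 for ribosomal proteins (1 without replicate 2 or 3 alone), and from 1 to 3 for tRNA synthetases (1 without replicate 1 or 3 alone or replicate 3 in coculture). Genes that rose ranged from 2 to 4 for metal regulators (2 without replicate 3 alone) and from 1 to 2 for the ribosomal and transfer RNA list (2 without replicate 1 alone or replicate 3 in coculture). Apart from the sulfonate list with 10 counts in every library, the cause of these changed counts was not tested. A fit without ribosomal and transfer RNA genes was not run, because the deposited table has no entries annotated as such. Predicted RNAs, which may include ribosomal RNA, were already left out of the main fit. Depth limits the genes of low count, of which the filter left out 195.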

Differences from the paper's values

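The paper gives a lowest sequencing depth, in units of 1000000 forward reads per library, of 6.8, and the lowest total of deposited counts is 4.193032 in the same units, in a coculture library. The deposited totals are counted reads, and no alternative set before the data were examined applies to them.

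The paper describes an increase of the entire heme operon from 3-fold upward. Here *hemA*, absent from Table S1, rose 2.97-fold, which rounds to that lower end. By the authors' deposited expression values it rose from 116 to 320, or 2.76-fold, below the 3-fold cutoff of Table S1. Those expression values with the deposited q values give the 276 and 444 genes of that table. The fold of *hemA* was 3.07 with DESeq2, 3.08 with library totals, 3.01 without alone replicate 2, and 3.00 without Penicillium replicate 2 and without Penicillium replicate 3. In the other planned settings it lay below 3, at 2.71 with upper-quartile scaling, 2.74 from the deposited normalized counts, 2.91 without Penicillium replicate 1, 2.95 with 10 counts in every library, and up to 2.99 in the rest. It was 3.04 with predicted RNAs kept in the fit, a setting chosen after seeing the values, which drops 19 of the 605 Table S1 genes that pass 3-fold here. The other 8 genes of the operon passed 3-fold here and are in Table S1, with folds there of 3.70 to 4.70. The paper's text counts fewer coding sequences in the operon than the 9 drawn in Fig. 5c and present in the deposited table. Of these 9, 8 lie on the plus strand and *hemA* lies on the minus strand, and whether the text leaves out *hemA* is not stated. Fig. 5a draws cytochrome bd ubiquinol oxidase among the decreases, as far as its bars can be matched to labels that sit slightly apart from them, and subunits I [1396310] and II [1397967] rose by 3.44 ± 0.19 and 4.29 ± 0.20 (log2 fold change ± standard error) here.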

Other observations

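Ribonucleotide reductase genes, whose products make DNA precursors, rose at 8 of 9 (8 adjusted over the list alone), with NrdI [3907748] up by 5.34 ± 0.096 and the class Ib beta subunit [3905064] up by 3.98 ± 0.12 (log2 fold change ± standard error, n = 4 libraries per group). The class Ib alpha subunit [3907263] rose by 5.31 ± 0.12, with 1 of the 4 coculture libraries apart from the other 3, and a separate copy [1651799] by 2.92 ± 0.089, and these copies could share reads, which leaves their values uncertain. That list had limma's camera adjusted p = 5.7e-04, and adjusted p = 0.309 with an estimated correlation. Among ribosomal proteins, L21p rose from 833 ± 82.3 to 2585 ± 154 CPM and L27p rose by 1.62 ± 0.080, with 51 that rose and 5 that did not pass of 56 (51 rose and 1 fell adjusted over the list alone, limma's camera adjusted p = 1.1e-08, adjusted p = 0.309 with an estimated correlation). The list also takes in COG1399, a protein named after its neighbor L32p. Cysteinyl-tRNA synthetase rose by 1.60 ± 0.077 and tyrosyl-tRNA synthetase rose by 1.19 ± 0.068, and of 21 synthetase genes 11 rose, 3 fell, and 7 did not pass (11 and 3 adjusted over the list alone, limma's camera adjusted p = 0.0451, adjusted p = 0.434 with an estimated correlation). The ATP synthase beta chain rose by 0.78 ± 0.085 and protein I2, encoded beside the synthase genes, fell by 1.01 ± 0.069, with 8 that rose and 1 that fell (8 and 1 adjusted over the list alone, limma's camera adjusted p = 0.114).

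Among iron-sulfur cluster assembly genes, cysteine desulfurase [1297555] rose by 3.15 ± 0.089 and SufC rose by 1.11 ± 0.091. The desulfurase gene overlaps that of the tRNA-specific 2-thiouridylase MnmA [1298787], which rose by 2.83 ± 0.088, and whether it serves cluster assembly was not tested. The list had 6 genes that rose and 2 that fell (6 and 2 adjusted over the list alone, limma's camera adjusted p = 0.0764). In oxidative stress, thioredoxin [3771725] rose by 1.89 ± 0.074 and catalase [1974493], with 1 of the 4 coculture libraries apart from the other 3, fell by 1.91 ± 0.12. A pair of Dyp-type peroxidases, each beside a Cox17-like gene, rose by 3.18 ± 0.086 and 3.15 ± 0.087. For the latter, 1 of the 4 coculture libraries stood apart from the other 3. Their near-identical values could reflect shared reads, which was not tested and leaves them uncertain. Oxidative stress genes counted 16 that rose, 7 that fell, and 3 that did not pass (16 and 7 adjusted over the list alone, limma's camera adjusted p = 0.0487, adjusted p = 0.346 with an estimated correlation). ClpB [3340631] rose by 1.89 ± 0.084 and GroEL [3081783] rose by 1.23 ± 0.078, and chaperones and heat shock genes, which include a copper chaperone of another function, had 15 that rose, 4 that fell, and 4 that did not pass (15 and 4 adjusted over the list alone, limma's camera adjusted p = 0.0435, adjusted p = 0.309 with an estimated correlation). The excinuclease subunit UvrA [1511530] rose by 1.75 ± 0.070 and UmuD [203128] fell by 1.87 ± 0.18, and SOS and repair genes split into 8 that rose, 10 that fell, and 4 that did not pass (8 and 10 adjusted over the list alone, limma's camera adjusted p = 0.826). A phage protein [472880] fell by 2.65 ± 0.12, while phage endolysin rose by 1.93 ± 0.11 and a phage terminase [3131271] rose by 1.87 ± 0.076, and phage genes, which take in phage shock and abortive infection proteins, had 17 that rose, 8 that fell, and 6 that did not pass (17 and 8 adjusted over the list alone, limma's camera adjusted p = 0.0665). List members with starts from 3110297 to 3131271, a region chosen after its values were seen, all rose, by 1.40 to 1.93. For pigments, phytoene synthase rose by 0.55 ± 0.12 and a phytoene dehydrogenase-related gene [3789158] fell by 0.69 ± 0.075, with 4 carotenoid genes that rose, 3 that fell, and 3 that did not pass (4 and 3 adjusted over the list alone, limma's camera adjusted p = 0.751). The ribosomal and transfer RNA list held no RNA genes but 3 enzymes, tRNA-i(6)A37 methylthiotransferase that rose by 0.36 ± 0.067, tRNA-guanine transglycosylase that fell by 0.43 ± 0.088, and a lipid II ligase at 0.15 ± 0.078 that did not pass (1 and 1 adjusted over the list alone, limma's camera adjusted p = 0.792). The named genes that rose or fell here had adjusted p values of at most 0.00411 by edgeR's quasi-likelihood test.

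Tests of *hemA* and of MntH were chosen after the result was seen, and those of other splits of the libraries were set earlier. The gene *hemA* rose less than the other operon genes, with a log2 ratio to their mean of 1.01 (SD 0.152) alone and 0.43 (SD 0.0892) in coculture, a difference of -0.58 (exact permutation test, two-sided, n = 4 libraries per group, p = 0.0286, the smallest it can give). That test restates the observation that prompted it, so whether *hemA*, on the other strand, answers to its own signals stays open. MntH and the NRAMP gene fell under each of 4 scalings, with log2 fold changes of -5.12 or lower, while the lowest of the SitA, SitB, and SitC genes at 608203 to 609896 was 2.11, which argues against scaling as the reason for these genes. Further copies, chosen after their values were seen and not part of that test, were SitA [3896369] with 1.20 ± 0.17, SitB [3895557] with 0.39 ± 0.11, and SitD [3894823] with -0.29 ± 0.078. For the gene counts, 1 of 35 splits, the real one, gave 292 and 346 genes at 3-fold and 1342 and 1483 at any fold. The other splits gave 0 by edgeR. This argues against chance as the reason for the group differences but does not exclude it, since 1 of 35 is the smallest share possible. The other splits also mix the conditions, so a true difference lowers their counts. For the operon, with 9 genes on the real split and 0 at most on another by edgeR, the same count decides nothing, because the study chose the operon on these samples. For camera, with 25 lists on the real split and 18 at most on another, the splits argue against chance only for a total as large as 25. They do not do so for any single list. Camera with a preset correlation called those 18 lists on a split on which edgeR called 0 genes. A cluster with the multicopper oxidase holds the regulator and hemerythrin genes and 2 hypothetical proteins chosen after their values were seen, [1301173] with 5.63 ± 0.11 and [1305341] with 2.49 ± 0.11. At the sulfate genes, expression changes direction between a sulfate permease [1594138], with -1.53 ± 0.19 and chosen after its values were seen, and the siroheme synthase gene directly downstream.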
